# The Dm-Myb Oncoprotein Contributes to Insulator Function and Stabilizes Repressive H3K27me3 PcG Domains

**DOI:** 10.1016/j.celrep.2020.02.053

**Published:** 2020-03-10

**Authors:** Juan F. Santana, Mrutyunjaya Parida, Abby Long, Joshua Wankum, Anthony J. Lilienthal, Krishna M. Nukala, J. Robert Manak

## Abstract

*Drosophila Myb* (Dm-*Myb*) encodes a protein that plays a key role in regulation of mitotic phase genes. Here, we further refine its role in the context of a developing tissue as a potentiator of gene expression required for proper RNA polymerase II (RNA Pol II) function and efficient H3K4 methylation at promoters. In contrast to its role in gene activation, Myb is also required for repression of many genes, although no specific mechanism for this role has been proposed. We now reveal a critical role for Myb in contributing to insulator function, in part by promoting binding of insulator proteins BEAF-32 and CP190 and stabilizing H3K27me3 Polycomb-group (PcG) domains. In the absence of Myb, H3K27me3 is markedly reduced throughout the genome, leading to H3K4me3 spreading and gene derepression. Finally, Myb is enriched at boundaries that demarcate chromatin environments, including chromatin loop anchors. These results reveal functions of Myb that extend beyond transcriptional regulation.

## In Brief

Myb has been considered a transcriptional activator of primarily M phase genes. Here, Santana et al. show that Myb also contributes to insulator function, in part by promoting binding of insulator factors, and is required to stabilize repressive domains in the genome.

## INTRODUCTION

Vertebrates contain three representatives of the *Myb* gene family, consisting of A-, B-, and c-Myb, all of which encode transcription factors important for the proper expression of large numbers of genes (Rushton et al., 2003). *Drosophila* contains a single *Myb* gene (Dm-*Myb*) that is most similar to B-*Myb*. Dm-*Myb* mutants die before reaching adulthood at the 3^rd^ instar/pupal stage, whereas mutation of *B-Myb* leads to early embryonic lethality in mice (Tanaka et al., 1999). Myb is part of the dREAM/Myb-MuvB (MMB) complex in flies, a large, conserved conglomerate of proteins that includes Rbf1/Rbf2, E2f2, Mips (40, 120, 130), DP, Lin-52, RPD3, l(3)mbt, and nucleosome remodeling factor (NURF) remodeling complex (Lewis et al., 2004). *Drosophila* dREAM plays a pivotal role in regulating proper expression of genes associated with the G2/M transition, and its absence leads to chromosomal instability and an increase in the mitotic index (Fung et al., 2002; Georlette et al., 2007; Manak et al., 2002; Wen et al., 2008). dREAM acts largely as a repressor through E2f2, whereas Myb predominantly functions as the activating arm of the complex (Georlette et al., 2007; Jackson et al., 2001; Lewis et al., 2004). All components of the complex are present at the majority of target promoters (Georlette et al., 2007), and the absence of both Myb and E2f2 causes variegated expression of a variety of genes (Wen et al., 2008). Several studies have implicated Myb as an epigenetic regulator of gene transcription (Bohla et al., 2014; Korenjak et al., 2014; Sim et al., 2012; Wen et al., 2008); however, no clear evidence exists regarding specific mechanisms by which this epigenetic regulation is achieved.

Insulator binding proteins play a major role in facilitating the proper regulation of gene expression (Misteli, 2007; Phillips-Cremins and Corces, 2013). Several exist in *Drosophila*, including the DNA binding factors *Drosophila* CTCF (dCTCF), suppressor of hairy wing [Su(Hw)], boundary-element-associated factor of 32kD (BEAF-32), and GAGA factor (GAF), and the ancillary proteins include centrosomal protein 190 (CP190) and modifier of mdg4 [mod(mdg4)]. Originally characterized by their ability to bind to regulatory sequences that can block promoter-enhancer crosstalk, insulator proteins are now known to play major roles not only as chromatin demarcating and enhancer-blocking barriers but also as key factors involved in the 3D arrangement of the genome within the nucleus into functional compartments known as topologically associating domains (TADs) (Phillips-Cremins and Corces, 2013). Active and repressed TADs are characterized by the enrichment of H3K4me3 and H3K27me3, respectively (Sexton et al., 2012). TADs are relatively stable across different cell types, but the sub-domains within are dynamic and parallel cell-type-specific gene expression (Dixon et al., 2012; Eagen et al., 2015; Dekker and Mirny, 2013).

In this study, we reveal several new roles for Myb in modulating gene expression and chromatin structure. First, we show that Myb is required for efficient H3K4 methylation and proper RNA polymerase II (RNA Pol II) dynamics at Myb target genes to potentiate gene expression. Second, we show that the loss of *Myb* leads to a genome-wide reduction of H3K27me3 in repressive PcG domains, resulting in spread of the activating mark H3K4me3 and derepression of previously silent genes. Finally, we show that Myb is enriched at insulator sites and chromatin loop anchors, is required for the binding of insulator proteins CP190 and BEAF-32 to these sites, and is necessary for insulator function.

## RESULTS

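Myb binding was measured by ChIP-chip, in which DNA from crosslinked, sonicated chromatin is recovered with an antibody, labeled and hybridized to a tiled genomic microarray beside input DNA, which is sonicated genomic DNA that was not immunoprecipitated. The chromatin came from wing imaginal discs, the larval precursors of the adult wing, of male larvae of the *yw*67 strain, the control genotype of the paper. The tissue was fixed in 1.8% formaldehyde for 15 min and the DNA was sheared to 400 bp on average. The paper's methods state 800 discs for each immunoprecipitation, whereas the sample records state 1000. There were 2 biological replicates, and each replicate was hybridized to 2 array designs with different probes, for 4 arrays in total. Design 1 carries chromosome arms 2L, 2R and 3L and design 2 carries 3R, X and 4, each with part of the heterochromatic sequence of the dm3 (release 5) assembly, so each probe was measured once in each replicate (n = 2). On all 4 arrays the input was labeled with Cy3 and the Myb immunoprecipitate with Cy5, and no array had the dyes exchanged. The authors deposited the scanner output, in which Agilent Feature Extraction had subtracted the background from each intensity and normalized the dyes within each array. From these processed intensities the log2 ratio of immunoprecipitate over input was computed for 1870562 genome probes, which have a median length of 50 bp and start a median of 66 bp apart on the chromosome arms. Spots that the software marked as outliers, between 0.0364% and 0.353% of the genome spots of an array, were left out, and each array was centred on its median. Between 97.7% and 98.6% of the genome spots were well above background in the input channel and between 98.9% and 99.2% in the immunoprecipitate channel. The median input signal was 13.6 to 21.3 times that of the negative control spots, and the median signal of the immunoprecipitate was 56.1 to 133 times that level. The 2 replicates limit the precision of every value. Across probes, which are not independent replicates, the log2 ratios of the replicates had a Pearson's r of 0.665 and a Spearman's rho of 0.663 on design 1, and 0.596 and 0.577 on design 2. At an adjusted p below 0.05 (limma with Benjamini-Hochberg adjustment, two-sided), 182226 of the 1865871 probes measured in both replicates were enriched in the immunoprecipitate and 72089 were depleted. This split depends on where 0 is set, and with each array centred on the mode of its log2 ratios instead of the median, 249694 probes were enriched and 43492 depleted. In simulated data that gave every probe the same spread, taken from these arrays, the same test recovered 13.9% of probes with a true log2 ratio of 0.5 and 77.8% of those with a true log2 ratio of 1. In that setting a single probe with a small enrichment was mostly not detected with 2 replicates. The spread differs between the probes of the arrays, so these shares are only a rough guide to the real test.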

To identify tissue-specific genome-wide binding sites for Myb in an *in vivo* context, we performed chromatin immunoprecipitation followed by microarray hybridization (ChIP-chip) analysis using chromatin isolated from *yw*^*67*^ mitotically active late third instar mesothoracic wing discs. 

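Myb-bound regions were called with the distances and thresholds of the paper's per-array neighborhood model. The paper's text does not state how the replicates were combined, and here the rule was applied to the mean log2 ratio of both replicates in place of each array. The p-value of each probe came from a normal distribution centred on the mode of the log2 ratios, with a standard deviation estimated from the probes below the mode. A probe was significant if the mean p-value of the probe and a neighbor at most 1000 bp away was below 0.05, and at least 4 significant probes at most 300 bp apart formed a region. This gave 18103 Myb-bound regions on the chromosome arms 2L, 2R, 3L, 3R, 4 and X, which covered 22.2 Mb and had a median length of 773 bp with quartiles of 444 and 1507 bp. The same rule applied to low log2 ratios gave 1858 depleted regions covering 0.91 Mb, with 1626 in replicate 1 alone and 3144 in replicate 2 alone. The standard deviation was fitted to the low side itself, which keeps this count low by construction. It is therefore no independent control for the number of bound regions. In simulated arrays without any binding, the rule called 125 bound and 150 depleted regions over the same 1568407 probes, and in arrays with 1000 planted regions of 15 probes and a log2 ratio of 1 it recovered all 1000. The simulated noise was normal and independent between probes and replicates, and its 150 depleted regions compare with 1858 on the arrays. The 125 bound regions are therefore no estimate of the false calls on the arrays. The median Myb-bound region had 10 probes, so the planted regions were longer, and recovery of shorter or weaker regions was not simulated. The median log2 ratio of the Myb-bound regions was 0.74 in replicate 1 and 0.83 in replicate 2, and 18043 of them (99.7%) were above 0 in both replicates, which were also the replicates the regions were called on. Called in each replicate alone, the number of regions was 15305 in replicate 1 and 21244 in replicate 2. Of the regions of replicate 1, 12191 (79.7%) overlapped a region of replicate 2 by at least 1 bp and 10599 by at least 50% of their length, and of the regions of replicate 2, 9516 (44.8%) overlapped a region of replicate 1. Among the alternatives, a mean p-value below 0.001 moved the number of regions most, to 5087. The position of these regions relative to genes and promoters was not analysed here, because no dm3 gene annotation was used.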

We identified 9,902 Myb peaks, with the vast majority mapping to genic regions (90%; p = 6.02 × 10^−13^ compared to shuffled control) (Figure 1A; Table S1). Of the binding sites in genic regions, the biggest category (48%; p = 5.79 × 10^−156^ compared to shuffled control) mapped to promoter regions, with most located at or near transcription start sites (Figures 1B and C; p = 1.75 × 10^−171^ compared to shuffled control). Motif analysis of the promoter sequences bound by Myb revealed enrichment for the consensus Myb DNA binding motif YAACKG (p < 0.01; Figure 1D).

To identify genes regulated by Myb in wing discs, we performed both gene expression microarray as well as RNA sequencing (RNA-seq) comparisons of *Myb*^*MH107*^ null mutants with *yw*^*67*^ controls (Table S2), finding a strong correlation of the datasets (*r* = 0.89; p < 0.0001; Figure S1) for overlapping differentially expressed genes. Heretofore, we used genes called as significantly changing in both array (p < 0.001) and RNA-seq (p < 0.05) for downstream analyses (1,069 total). Of these genes, 653 were upregulated (442 direct Myb targets), whereas 416 were downregulated (308 direct Myb targets). The largest enriched gene class of the direct Myb-activated targets was “cell cycle” (Figure S1), especially those in the mitotic class (G2/M or M), similar to previously published results (Georlette et al., 2007). Direct targets were modestly expressed in the absence of *Myb*, albeit at lower levels than when Myb was present (Figures S2A; p < 0.0001). Furthermore, Myb-activated genes were more transcriptionally active in the absence of *Myb* than genome-wide gene expression profiles (Figure S2A). This analysis revealed that Myb potentiates the expression of targets from a modest level of expression to a more robust level of expression.

Given the established epigenetic role of Myb in regulating gene expression (Wen et al., 2008), we assessed the genome-wide chromatin signatures of activating (H3K4me3) and repressive (H3K27me3) marks in both *yw*^*67*^ controls and *Myb* mutant wing discs. Overall, we found that H3K4me3 levels were elevated around Myb-bound transcription start sites (TSSs) of Myb-potentiated genes with optimal H3K4me3 levels dependent on Myb (Figure S2B). Because cell cycle genes make use of paused polymerases at their promoters to ensure a rapid transcriptional response (Core et al., 2008), we assessed RNA Pol II occupancy of direct Myb targets by ChIP-chip by using an antibody that recognizes RNA Pol II in both *yw*^*67*^ controls and *Myb* mutants. We analyzed two regions of each direct *Myb* target gene called as going down in *Myb* mutants (304 total; 4 removed as they were too short for gene body analysis): the RNA Pol II paused region (−30 to 300 bp downstream of the TSS) (Ebmeier et al., 2017) and the gene body (1,000 bp downstream of the TSS to the end of the gene). We found not only that Myb targets do indeed make use of paused RNA Pol II but also that there were two distinct RNA Pol II binding profiles in *Myb* mutants when comparing paused region occupancy with gene body occupancy. The majority of targets (159 genes; category 1; Figure 1E) showed reduced paused region occupancy (p < 0.01; Figure 1E′) as well as reduction in Pol II distribution across the gene body (p < 0.01; Figure 1E″) compared to controls, suggesting a decrease in efficient RNA Pol II recruitment and failure to undergo productive elongation. The second category of targets (122 genes; category 2; Figure 1F) showed increased paused region occupancy (p < 0.05; Figure 1F′) along with reduced Pol II distribution across the gene body (p < 0.05; Figure 1F″) compared to controls, suggesting an increase in RNA Pol II pausing and/or a failure to properly undergo elongation in the *Myb* mutant (thus leading to a buildup of RNA Pol II at the paused region). Therefore, although Myb is playing a role in RNA Pol II recruitment at some genes (the majority category), it is playing a role in RNA Pol II pause release and/or elongation for both groups.

Because we noticed that 10% of Myb binding sites were present in intergenic regions (Figure 1A), places where insulator proteins are known to bind (Felsenfeld et al., 2004), we overlapped our Myb ChIP-chip data with genome-wide binding site data mapped by the modENCODE project (Contrino et al., 2012; modENCODE Consortium et al., 2010; Nègre et al., 2011) for a variety of insulator proteins. In particular, given the *in vivo* nature of our study, we decided to use binding site data generated from 0- to 12-h embryos (Su(Hw), mod(mdg4), GAF, BEAF-32, and CP190), with the exception being dCTCF binding profiles, which were generated from S2 cells. Notably, 59% dCTCF (2.3-fold enrichment, p = 1.73 × 10^−132^), 58% GAF (2.6-fold enrichment, p < 2.15 × 10^−309^), 53% mod(mdg4) (2.4-fold enrichment, p = 1.61 × 10^−174^), and 13% Su(Hw) (p value not significant) binding sites were also occupied by Myb, with the greatest concordance of binding being with CP190 (62%; 2.8-fold enrichment, p < 2.15 × 10^−309^) and BEAF-32 (78%; 3.3-fold enrichment, p < 2.15 × 10^−309^) (Figure S3A; all p values generated using shuffled control). These data demonstrate that Myb binding is strongly associated with insulator proteins with the exception of Su(Hw).

To better explore the relationship between Myb and insulator proteins, we focused on divergently paired genes (DPGs) because insulator proteins as well as some dREAM complex members have been shown to be present at these sites (Korenjak et al., 2014; Nègre et al., 2010; Yang et al., 2012). We found that Myb bound to 84%of all *Drosophila* DPGs(p = 2.32 × 10^−275^ compared to shuffled control), similar to the percentage of DPGs bound by CP190 and BEAF-32 (each approximately 86%), but much higher than the binding observed for other insulator-associated factors (Figure 2A). Seventeen percent of the DPGs (360/2,101) showed statistically significant changes in gene expression in the absence of Myb (Figure 2B), with 340 (304 direct Myb targets) showing changes in expression of 1 of the 2 genes and 20 (18 direct Myb targets) showing changes in expression of both genes (Figure 2B). Finally, we found a statistically significant association of Myb binding to differentially expressed DPGs relative to bound unchanged DPGs (p = 0.001, Fisher’s exact test). A representative example is shown in Figure 2C whereby the leftmost gene (*Upf2*) is located in an area devoid of the repressive mark H3K27me3 but is highly enriched for H3K4me3 and, thus, transcriptionally active (also see Figure S4). The absence of Myb leads to depletion of the H3K27me3 mark overlaying *CG1571*, with spreading of the H3K4me3 mark into *CG1571*, leading to an increase in its transcription. Moreover, the expression of *Upf2* remains at elevated levels in the *Myb* mutants. These data are consistent with a specific role for Myb in contributing directly to barrier insulator function but not in activation of the normally expressed gene (*Upf2*) of a DPG. Accordant with our data, we found that insulator elements shown to exhibit enhancer-blocking activity (Nègre et al., 2011; Schwartz et al., 2012) are bound by Myb, and genes directly adjacent to these elements show expression changes in the absence of Myb (Table S4).

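Table S4 lists 7 such elements with their dm3 coordinates, and the list is held in full. The log2 ratio of Myb immunoprecipitate over input was averaged over the probes in each element for each replicate. Of the elements with robust enhancer-blocking activity, the one on 2R from 5428851 to 5429464 had a log2 ratio of 0.38 in replicate 1 and 0.56 in replicate 2, and the one on X from 13180486 to 13183206 had 0.65 and 1.05. The other 5 elements have weak or context-dependent activity in Table S4. Among these, the element on X from 9904070 to 9904636 had a mean of 1.56 ± 0.87 (SD, n = 2 replicates), with 0.94 in replicate 1 and 2.17 in replicate 2. This was the highest mean of the 7 from the processed intensities, but with normexp background correction it fell to 0.43, below 4 of the other elements. The element on 3R from 11318599 to 11320846 had the lowest mean of all 7 from the processed intensities, 0.45 ± 0.18 (SD, n = 2). The elements on X from 7827021 to 7828020, on 2L from 8463984 to 8464984 and on 3R from 27206661 to 27207660 had means of 0.93 ± 0.05, 0.85 ± 0.14 and 0.78 ± 0.23 (SD, n = 2). All 7 elements were above 0 in both replicates. Compared with 10000 random windows of the same length on the same arm, the median element was at percentile 94.8 and the lowest at percentile 77.1. All 7 elements overlapped a Myb-bound region. Table S4 lists them as Myb-bound insulators and marks a Myb peak at each, so the count is no independent test and no p-value is given. With a mean p-value below 0.001 in the region rule, 3 elements overlapped a region, and with normexp the 2R element had a log2 ratio of 0.03 and no region, which left 6. The genes that Table S4 lists as changing beside 6 of the elements, *CG15743*, *fu12*, *CG5205*, *CG1607*, *CG10778* and *CG2990*, were not measured on these arrays for expression. The paper sets the binding of Myb at these elements beside the expression changes of the adjacent genes, as accordant with its data on barrier insulators.

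**Figure D1:**
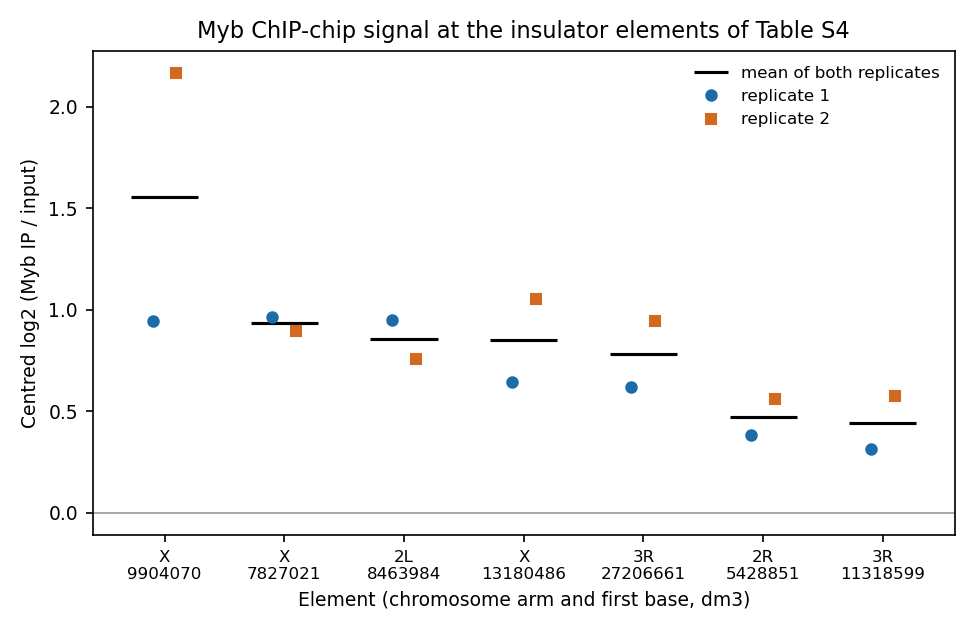
Log2 ratio of Myb immunoprecipitate over input, centred on each array's median, at the 7 insulator elements of Table S4, which are named on the horizontal axis by chromosome arm and first base (dm3). Circles are replicate 1, squares are replicate 2 and lines are their mean. All points lie above 0, and the replicates lie farthest apart at the element on X from 9904070, at 0.94 and 2.17.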

A major role of insulator proteins is to compartmentalize functional domains (e.g., TADs) in the genome, defined in *Drosophila* as active, null, HP1-associated, and repressive PcG domains. We, thus, decided to assess the presence of Myb at borders of these domains (Sexton et al., 2012) and found that Myb was present at one or both boundaries of 99% of null domains, 99% of active domains, and 90% of HP1-associated domains (Table S4), with Myb present at over 93% of TAD boundary sites termed high-occupancy architectural protein binding sites (APBSs; occupied by 10 insulator-associated architectural proteins) (Van Bortle et al., 2014). Interestingly, Myb was also present at 99% of PcG H3K27me3 domains (Figure 2D; p = 1.16 × 10^−32^ compared to shuffled control). Myb signal increased at the start of each H3K27 domain, decreasing once inside the domain (Figure 2E). Remarkably, in *Myb* mutants, H3K27me3 levels were decreased across all PcG domains genome wide compared to controls (Figures 2F and 2F′). Finally, none of the genes encoding insulator proteins or other key chromatin-modifying enzymes are downregulated by the loss of Myb (Table S4), consistent with a role for Myb in establishing and/or stabilizing H3K27me3 PcG domains by binding to their boundaries.

To further explore genes upregulated in *Myb* mutants, we divided them into three categories depending on the levels of upregulation (moderate = 2- to 5-fold; high, >5- to 10-fold; maximal, >10-fold) and determined whether H3K27me3 depletion was coupled with H3K4me3 enrichment. We found that 16% of moderately upregulated genes in the *Myb* mutants (moderate category) showed depletion of H3K27me3 signal with no effect on H3K4me3 levels, whereas 1% of genes were depleted of H3K27me3 but enriched for H3K4me3 (Figure 3A). On the other hand, 27% of highly upregulated genes (high category) showed a reduction of H3K27me3 signal with no effect on H3K4me3 levels, whereas 3% of the genes had a reduction of H3K27me3 but enrichment for H3K4me3 (Figure 3A). The fraction of genes that showed both depletion of H3K27me3 as well as an increase of H3K4me3 increases 10-fold to 30% for maximally upregulated genes (maximal category, Figure 3A). ChIP-quantitative real-time PCR of randomly selected genes showing maximal upregulation in the *Myb* mutant (Figures 3B and 3C) all showed this reciprocal relationship. Representative examples are shown in Figures 3D and S5.

Given that Myb is required for the proper function of at least some insulators, we tested whether Myb might be playing a role in promoting the binding of insulator factors. We selected 22 insulator sites normally bound by Myb, BEAF-32, and CP190 as well as 3 insulator sites only bound by BEAF-32 and/or CP190 (but not Myb), as assessed by our Myb and BEAF-32/CP190 binding data (Contrino et al., 2012; modENCODE Consortium et al., 2010; Nègre et al., 2011), and we performed ChIP-quantitative real-time PCR of BEAF-32 and CP190 targets (the two insulator proteins with the strongest colocalizations with Myb) in both control and *Myb* mutant wing discs (Figure 4). 

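Of the 22 sites that Figure 4 shows as bound by Myb, 18 could be placed on the arrays. A site was placed at the transcript end of a member gene that faces its partner, with transcript coordinates from Table S2, of which the first 1999 microarray entries are held here and 14638 are not. Where both genes had coordinates, at *hdm-Ykt6*, *CG14864-Zip88E* and *CG14408-CG14411*, the site was placed midway between their facing ends. Table S2 names no genome build and its positions were read as dm3. Which genes neighbor each other was taken from the gene list of the Release 6 assembly, of which no coordinates were used. *Ir68b*, *CG43658*, *CG3706-CG32815* and *CG15445* were not placed, for want of a partner gene (*Ir68b*) or of coordinates in the held part, and neither were the 5 sites named as not bound by Myb (*Nrg*, *CheB98a*, *CG14309-cona*, *Trxt-dhd* and *Atg4b-CG5044*), so the planned comparison of bound and unbound sites could not be made. Within 500 bp of the placed sites, the median log2 ratio of Myb immunoprecipitate over input was 0.49 in replicate 1 and 0.83 in replicate 2, and 14 of the 18 sites were above 0 in both. A Myb-bound region lay within this distance of 16 sites. The paper selected the sites with its own Myb binding data, so this count shows what the selected sites look like on these arrays and is no independent test, and no p-value is given. The highest values were at *CG15027-CG5599*, with 1.23 ± 0.31 (SD, n = 2 replicates), and *Pex5-CG14803*, with 1.21 ± 0.30 (SD, n = 2). *DAAM-fs(1)N*, placed at the transcript end of *fs(1)N* on X at 1216607, had 0.50 ± 0.02 (SD, n = 2), and the nearest regions ran from 1213316 to 1216227, with a log2 ratio of 0.88 in replicate 1 and 1.31 in replicate 2, and from 1217048 to 1217685, with 1.06 and 0.30. A region lay at this site in 13 of 19 settings, and none did with a mean p-value below 0.01 or 0.001, with the mean of the p-values of the replicates, where regions were called in each replicate alone, or with the narrowest window. The entry of the paper's Table S1 that names this pair, looked up after these values were seen, lies on X from 1213386 to 1216099. Its midpoint is 1.9 kb from the placement, and its near end lies just outside the window, which starts at 1216107. The log2 ratio of this entry was 1.13 ± 0.30 (SD, n = 2). At *CG2790-CG12851* and *hyd-FoxP*, the means of 0.20 ± 0.40 and 0.20 ± 0.36 (SD, n = 2) were smaller than the spread between the replicates, which had opposite signs. Both are among the 16 sites with a region, which was called in 11 of 19 settings at *CG2790-CG12851* and in 10 of 19 at *hyd-FoxP*. No region was called at *CG31100-CG11980*, with 0.01 ± 0.18 (SD, n = 2), or at *CG32590-Flo2*, with −0.16 ± 0.15 (SD, n = 2). The transcripts of *Flo2* in the held part of Table S2 need not include its outermost start. In an alternative chosen after these values were seen, *CG32590-Flo2* was placed at the entry of the paper's Table S1 that names both genes. This entry lies on X from 14732636 to 14733673, with its midpoint 87.5 kb away. The log2 ratio there was 1.36 ± 0.35 (SD, n = 2) and a region was called. Without replicate 2, 14 of the 18 sites had a region, and *hyd-FoxP* was among those that lost theirs. With a mean p-value below 0.001 in the region rule, 9 of the 18 sites had a region.

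**Figure D2:**
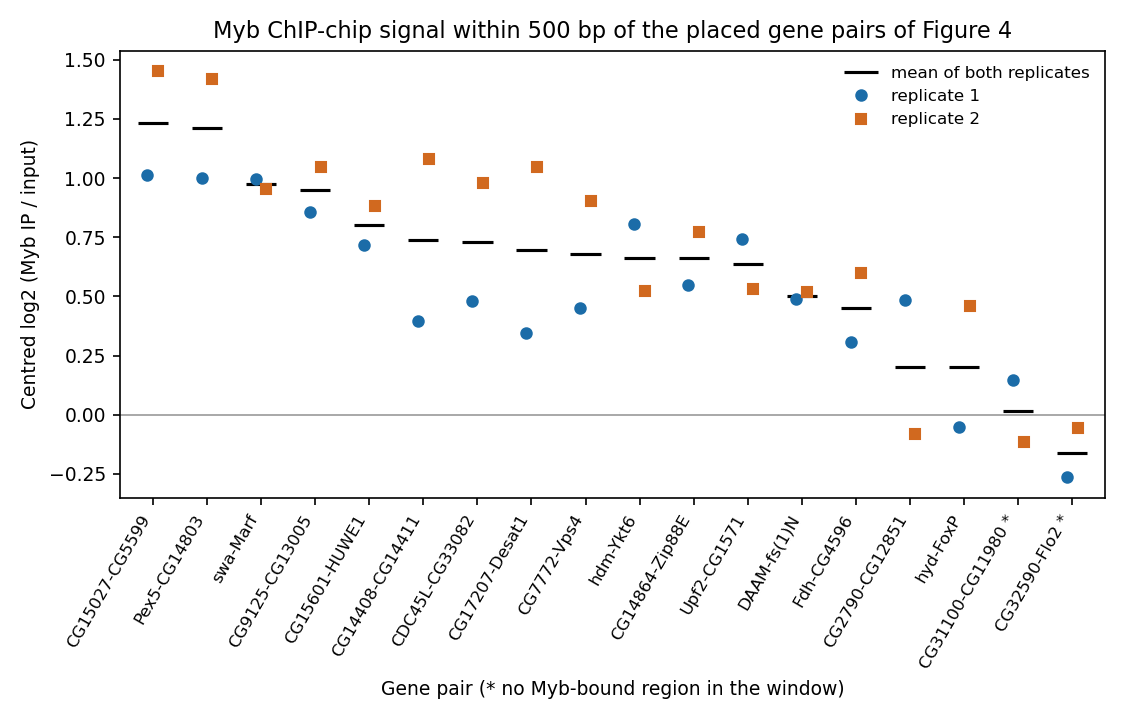
Log2 ratio of Myb immunoprecipitate over input, centred on each array's median, within 500 bp of the 18 placed gene pairs of Figure 4, ordered by their mean. Circles are replicate 1, squares are replicate 2, lines are their mean and asterisks mark pairs without a Myb-bound region. The means run from 1.23 at CG15027-CG5599 down to −0.16 at CG32590-Flo2, and the replicates lie on either side of 0 at CG2790-CG12851, hyd-FoxP and CG31100-CG11980.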

Notably, for all sites tested that are normally bound by Myb, a decrease of BEAF-32 enrichment was observed in *Myb* mutants (Figure 4A) without reductions in BEAF-32 protein levels (Figure 4A′). A similar pattern was observed for CP190, with the majority of sites (19, or 86%) showing decreases in binding (Figure 4B) in spite of comparable levels of CP190 protein in controls and *Myb* mutants (Figure 4B′). Finally, binding of BEAF-32/CP190 to insulators not targeted by Myb was not affected in *Myb* mutants (e.g., *Nrg* and *CheB98a* and DPGs *CG14309-cona*, *Trxt-dhd*, and *Atg4b-CG5044*). Next, we analyzed several insulator sites adjacent to genes upregulated in *Myb* mutants (Table S5A) and identified Myb binding sites at the majority of them (17 out of 19; 89%, p < 0.001), whereas none contained E2f2 binding sites. To confirm that E2f2 is not playing a role in the repression of these genes in wing discs, we randomly selected five genes and performed qRT-PCR from *E2f2* mutant wing discs. Similar to Kc167 cells, none of these genes were significantly upregulated in the *E2f2* mutant (Table S5B). These data suggest that targeting to insulator sites, as well as repression of adjacent genes, primarily requires Myb and not E2f2/Rbf. Collectively, these data indicate that Myb is required for the efficient binding of BEAF-32 and CP190 to Myb-targeted insulators and that Myb might contribute to insulator function, at least in part, by recruiting insulator factors. Further supporting this idea, Gurudatta and colleagues (Gurudatta et al., 2012) found 535 downregulated and 299 upregulated genes of DPGs in *BEAF-32* mutant wing discs. Interestingly, 25% (93) of the differentially expressed genes of DPGs in *Myb* mutants are also differentially expressed in *BEAF-32* mutants (with all changes in expression moving in the same direction for both mutants). A hypergeometric test confirmed that the overlap between differentially expressed genes of DPGs in the *Myb* and *BEAF* mutants is significant (p = 0.006).

Although we found that Myb binds to a high percentage of TAD boundaries (see Figure 5A for an example; high-resolution chromosome conformation capture [Hi-C] map image obtained from Chorogenome Navigator; Ramirez et al., 2018), recent work in flies has shown that chromatin loop anchors can also be contained within TADs (Cubeñas-Potts et al., 2017; Eagen et al., 2017; Ogiyama et al., 2018). These studies have identified several components of loop anchors, including the cohesin subunit Rad21 (Cubeñas-Potts et al., 2017; Eagen et al., 2017), Polycomb (Pc; Eagen et al., 2017; Ogiyama et al., 2018), and dCTCF (Cubeñas-Potts et al., 2017; Eagen et al., 2017), with Eagen et al. (2017) finding that Pc is enriched at loop anchors identified in Kc167 cells. Given that Myb is strongly associated with PcG repressive domains and is enriched at dCTCF sites, we thus decided to overlap our Myb peaks with the loop anchor points (Eagen et al., 2017). Notably, Myb peaks show a striking correlation with loop anchors, with an overall overlap of 65% (p = 1.70 × 10^−17^ compared to shuffled control) or 49% if only considering anchors with Myb peaks overlapping both contact points of an anchor (see Figures 5B–5E for examples; Rad21 track from Li et al., 2015; all other tracks from modENCODE Consortium et al., 2010). We then asked whether Myb had a statistically significant overlap with other known loop anchor components both genome-wide as well as at anchor points specifically using available binding site datasets (see STAR Methods). We find that Myb is enriched at Pc sites (23.2% genome wide, p = 5.99 × 10^−12^; 27.9% considering all anchors, p = 7.08 × 10^−15^), dCTCF sites (59% genome-wide, p = 1.73 × 10^−132^; 15.4% considering all anchors, p = 3.01 × 10^−7^) (Contrino et al., 2012; modENCODE Consortium et al., 2010; Nègre et al., 2011), and Rad21 binding sites (56.2% genome wide, p < 2.15 × 10^−309^; 40% considering all anchors, p = 8.82 × 10^−26^) (Van Bortle et al., 2014). Notably, if considering only anchors bound by dCTCF or Rad21, Myb binding is found at 73% and 75% of them, respectively. Collectively, these data demonstrate that Myb is enriched at, and significantly overlaps with, known components of chromatin anchor points.

## DISCUSSION

In this study, we identify four novel roles for the *Drosophila* Myb oncoprotein. First, we show that Myb acts as a potentiator of target gene transcription, not merely as an epigenetic factor that maintains activated expression. Potentiation is associated with increased H3K4me3 as well as recruitment and pause release/elongation of RNA Pol II. Next, we show that in addition to binding promoter potentiator sites, Myb binds to insulator sites genome wide, is necessary to promote the binding of BEAF-32 and CP190 at Myb-shared sites, and is required for the function of at least a subset of insulators. Third, we show that Myb plays a critical role in formation and/or stabilization of H3K27me3 domains, preventing silent genes within these domains from becoming derepressed, in stark contrast to Myb’s well-known role as an activator of gene expression. Finally, we show that Myb is enriched at TAD boundaries and chromatin loop anchors.

Similar to what has previously been reported, we identified an enrichment of cell cycle genes directly regulated by Myb, with the majority being G2/M but also several S phase genes (consistent with studies on B-Myb, supporting its role in S phase; Lam et al., 1992; Werwein et al., 2012). Notably, a recent study reported that Cyclin A (the cyclin that regulates aspects of both S phase and G2/M) directly binds to Myb and is required for expression of many of its targets (Rotelli et al., 2019). Further supporting a role for Myb in transcriptional regulation, we find that Myb is required for optimal levels of H3K4 promoter methylation, with Myb playing a key role in RNA Pol II dynamics. Analysis of the promoter regions of Myb-potentiated targets in *Myb* mutants revealed two distinct classes of targets: one that requires Myb for efficient recruitment of RNA Pol II and both that use Myb for efficient RNA Pol II pause release/elongation. Myb may use NURF to establish a nucleosomal-free region that allows recruitment of RNA Pol II, similar to what has been observed with GAF at several targets (Duarte et al., 2016; Okada and Hirose, 1998; Tsukiyama et al., 1994; Tsukiyama and Wu, 1995). Further suggesting a critical role for *Myb* in transcriptional regulation, the failure to potentiate key targets in *Myb* mutants (e.g., *okr* and *Rad9* for S phase; *Cap-D2* for chromosome condensation; *mad2*, *Mps1*, *Pen*, *dgt6*, and *msd5* for M phase) likely explains the varied phenotypes observed in *Myb* mutants (including increased mitotic index, partially condensed chromosomes, aneuploidy, and S phase defects) (Fung et al., 2002; Manak et al., 2002).

Recent studies have shown that several components of dREAM can bind insulator sites (Bohla et al., 2014; Korenjak et al., 2014), and RNAi depletion of Mip40, Mip130, and E2f2 resulted in impairment of enhancer-blocking function at specific sites (Bohla et al., 2014). Furthermore, components of dREAM (Myb, Mip120, Mip130, Rbf1, E2f2, and DP) were shown to directly interact with dCTCF and/or CP190 (Bohla et al., 2014; Korenjak et al., 2014). Interestingly, double knockdown of dCTCF and CP190 resulted in loss of dREAM (Mip40, Mip120, Mip130, and E2f2) at some shared sites (Bohla et al., 2014). The results presented here further extend these studies and demonstrate that Myb directly contributes to boundary insulator function (including sites located at DPGs). Intriguingly, in many cases where one gene of a DPG is transcribed and the other is silent, we find that Myb has no role in expression of the activated gene; rather, Myb prevents inappropriate activation of the silent gene. This cannot be explained by loss of the primary repressive arm of the Myb complex (E2f2/Rbfs) because knockdown of E2f2 or Rbf1/2 in Kc167 cells led to derepression of only 17 out of the 96 genes upregulated when Myb is knocked down (Georlette et al., 2007). Furthermore, out of the 46 genes upregulated in SL2 cells upon knockdown of E2f2 or Rbf1/2 (Dimova et al., 2003), only 3 are upregulated in *Myb* mutant wing discs. Finally, the absence of E2f2 in 3^rd^ instar larvae led to upregulation of genes from four DPGs (Korenjak et al., 2014); yet, these genes are not upregulated in *Myb* mutant wing discs. Of the insulator sites we have shown to require Myb, the vast majority (89%) contain Myb but not E2f2 consensus sites, similar to what was observed in Kc167 cells for genes requiring Myb for repression (Georlette et al., 2007).

Consistent with Myb playing a role in insulators that separate different chromatin neighborhoods, we find a striking correlation between Myb occupancy and active, null, PcG H3K27me3 (all 99%), and APBS TAD boundaries (>93%; Van Bortle et al., 2014). TAD boundaries have been associated with chromatin looping, and studies on CTCF and CP190 in vertebrates and invertebrates, respectively (Bushey et al., 2009; Matthews and Waxman, 2018; Nora et al., 2017; Pekowska et al., 2018; Rao et al., 2014), have proposed or confirmed a role for these insulator factors in tethering the chromatin loops. Further work has shown that chromatin loop anchors can also exist within TADs (Cubeñas-Potts et al., 2017; Eagen et al., 2017; Ogiyama et al., 2018; Smith et al., 2016). It is particularly noteworthy that Myb occupies the majority of chromatin loop anchor points identified by Eagen et al. (2017), in addition to significant overlaps with several other chromatin factors (including dCTCF, Rad21, and Pc) at anchor points. Further work is needed to determine whether Myb plays a role in tethering chromatin loops, although it is intriguing to speculate that the loss of the H3K27me3 mark in *Myb* or *dCTCF* (Van Bortle et al., 2012) mutants could result from disrupting H3K27me3 loops, which, in turn, might diminish that region’s ability to associate with an H3K27me3 nuclear subcompartment (Rao et al., 2014). The observation that dCTCF has been shown to directly interact with Myb further suggests that these two chromatin factors can collaborate (Bohla et al., 2014), and a remarkable 73% of the anchors bound by dCTCF are also bound by Myb (similar to the Rad21-bound anchors, for which 75% are also occupied by Myb). We postulate that B-Myb (the most closely related vertebrate Myb family member to *Dm*-Myb) and CTCF might be playing similar collaborative roles in humans (Cubeñas-Potts et al., 2017; Eagen et al., 2017; Pekowska et al., 2018).

Although a role for Myb in transcriptional activation has been recognized for some time, its role in insulator function is particularly intriguing, as this activity appears to be separate from its transcriptional role. Indeed, the chromatin changes we observe at many DPGs and other insulator elements strongly support the direct role of Myb in promoting a barrier function between chromatin states (in part by promoting binding of BEAF-32/CP190). However, unlike previously described examples of barrier insulator loss, which results in heterochromatin spreading into euchromatin (Bartkuhn et al., 2009; Dorman et al., 2007; Yang and Corces, 2011), we observe the opposite scenario in *Myb* mutants, namely the spreading of H3K4me3, which may be enabled by the significant loss of the H3K27me3 mark. This is the very definition of barrier insulator function, namely, maintaining a discrete separation of chromatin environments. Whether Myb is playing a role in chromatin loop formation is unclear at this point, but its overlap with the majority of loop anchor points identified in at least one study in flies is intriguing. Further work will be needed to address Myb’s role at the loop anchors and whether this role relates to stabilization of H3K27me3 domains and/or barrier insulator function. For example, directed mutagenesis of Myb-dependent insulator sites by using tools, such as CRISPR-Cas9, to specifically target Myb, dCTCF, or BEAF-32 sites can provide additional insight into the respective roles of these insulator factors. In addition, assay for transposase-accessible chromatin using sequencing (ATAC-seq) or chromosome conformation capture (3C)-type techniques performed in both controls and *Myb* mutants can be used to determine whether important chromatin/3D structure changes might underlie the altered transcriptional phenotypes.

## STAR★METHODS

### LEAD CONTACT AND MATERIALS AVAILABILITY

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, J. Robert Manak (). This study did not generate new unique reagents.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Drosophila strains

The *Myb*^*MH107*^ line (*Df(1)MH107, w*^*1118*^*/FM7i, P{w[+mC] = ActGFP}JMR3*) is previously described (Manak et al., 2002) and is a null allele generated by mobilizing a nearby P-element which removes the 5′ end of Myb as well as a non-essential gene (*alkB*), and all observed *Myb* mutant-related phenotypes (including lethality) can be rescued through ubiquitous expression of a Myb cDNA in the mutant (Manak et al., 2007). *Myb*^*MH107*^ was outcrossed into the *y*^*1*^*w*^*67c23*^ laboratory line used extensively in our laboratory as a control stock for a minimum of 7 generations to minimize genetic background issues. The *Myb* mutation is located on the X chromosome and thus carried in heterozygous females also carrying a GFP-marked balancer (with males of the line only carrying the GFP-marked balancer); this required selection of GFP- animals (males) for our mutant analysis, and thus only males were used for controls. The *E2f2*^*76Q1*^ mutant line (w[*]; E2f2^*76Q1*^*, cn*^*1*^*, bw*^*1*^*/CyO, P(ry[+t7.2] = ftz/lacB)E3*) and the deficiency stock that takes out *E2f2* (w[*]; Df(2L)G5.1, dpy[ov^*1*^*] b*^*1*^*/CyO, P(ry[+t7.2] = ftz/lacB)E3*) were obtained from the Bloomington *Drosophila* Stock Center and used in combination (*E2f2*^*76Q1*^ over deficiency) for *E2f2* mutant analyses. Given that *E2f2* mutations are on the second chromosome, both males and females were used for the mutant and control analysis. Stocks were maintained at 25°C in malt-based media (Archon Scientific and University of Iowa Biology Department Fly Kitchen).

### METHOD DETAILS

#### Microarray gene expression analysis

*Drosophila* wing imaginal discs were dissected from *Myb* and *yw*^*67*^ third instar in 1X PBS (pH 7.4) and transferred to TRIzol reagent (Invitrogen). Total RNA was isolated and further purified utilizing the RNeasy Mini Kit (QIAGEN). Double-stranded cDNA was generated using the SuperScript Double-Stranded cDNA Synthesis Kit with random hexamer (Invitrogen). cDNA was labeled using Cy3-coupled random nonamers (Dual Color Labeling Kit, NimbleGen) and three biological replicates with 3 to 4 technical replicates each were hybridized in the Gene Expression 12 × 135K Array (NimbleGen). After hybridization for 20 hours, the arrays were scanned on an Axon GenePix 4200A microarray scanner (Molecular Devices). Raw data (Pair files) were normalized in ArrayStar software version 12.0.0 (DNASTAR, Inc, Madison, WI). The robust multichip analysis (RMA) algorithm was used for background correction, quantile normalization, and median polish summarization. A Student’s t test corrected for multiple testing with the Benjamini and Hochberg false discovery rate (FDR) method was calculated for each experiment. Transcripts were considered differentially expressed if showing an FDR-adjusted *P value* of less than 0.001 and a minimum absolute signal intensity of 500 for at least one sample (Table S2). See Table S2 for *r*^*2*^ replicate correlations.

Tiling array: 3^rd^ instar larvae were dissected in 1X PBS (pH 7.4). 10 μg of total RNA was extracted from *yw*^*67*^ and *Myb* mutant 3^rd^ instar larval wing discs using TRIzol (Invitrogen) and purified with RNeasy Mini Kit (QIAGEN). cDNA was generated using the Double-Stranded cDNA Synthesis Kit with random hexamer (Invitrogen). RNA and cDNA quality was analyzed using Experion RNA and DNA analysis kits (Bio-Rad), respectively. 1 μg of cDNA from each genotype was labeled using either Cy3 and Cy5 random nanomers. In order to optimize comparisons between control and mutant, a competitive hybridization was performed with equal amounts of differentially labeled cDNA (15 μg) for two biological replicates of both *yw*^*67*^ and *Myb*-. Hybridization and scanning of the arrays were performed following the manufacturer’s standard protocol (https://www.roche.com/) The array set [designed by JR Manak; see Nien et al. (2011)] utilizes two 2.1 million feature 50-mer oligonucleotide probe microarrays using Genome Release 5 with a median probe spacing of 33 bp. Repeat rich sequences such as heterochromatin and transposons were included in the design. For this reason, up to close 100 matches per sequence were tolerated. Probe data, probe files (.pair files) were run in NimbleScan software to produce processed scaled log2 data (.gff files) used for visualization.

#### RNA-seq analysis

Total RNA was isolated from *yw*^*67*^ control (3 biological replicates) and *Myb* mutant (5 biological replicates) 3^rd^ instar mesothoracic wing discs. cDNA was generated from polyadenylated mRNA captured with oligo-dT beads. The cDNA was then sequenced on two lanes (all 8 samples) of an Illumina HiSeq 4000 Genome Sequencer (Iowa Institute of Human Genetics). The resulting read data was trimmed for adaptor sequences using Trimmomatic-0.32 (Bolger et al., 2014) and the trimmed reads were mapped to gene exons of the *D. melanogaster* 2008 build, dmel r5.7 version (ftp://ftp.flybase.net/genomes/Drosophila_melanogaster/dmel_r5.7_FB2008_04/fasta/dmel-2L-exon-r5.7.fasta.gz), using bowtie version 2.1.0 (Langmead and Salzberg, 2012). Reads from the two lanes were then combined to generate one alignment file for each of the ~8 samples using bowtie. On average, 81% of reads aligned to the genome. The eXpress tool was used to generate uniquely mapped read counts for each exon of a gene (Roberts and Pachter, 2013). The sum of unique read counts for each gene was generated using a custom python script. Due to the high correlation among biological replicates, all replicates for each the control and *Myb* mutant were used in the gene expression analysis. The DESeq2 package in R was used to compute normalized fold-change and *P value* for each gene, comparing *Myb* mutant to control (Love et al., 2014). This identified a total of 3,410 significantly differentially expressed genes with an adjusted *P value* of < 0.05. See Supplemental Data for mapping statistics.

#### Gene Ontology analysis

Gene Ontology analysis was performed using the PANTHER analysis tool (Mi et al., 2019). REVIGO (Supek et al., 2011) was used to summarize the GO terms.

#### Chromatin immunoprecipitation

Wing imaginal discs were dissected from *yw*^*67*^ and *Myb* male 3^rd^ instar larvae in cold 1X PBS with cOmplete, Protease Inhibitor Cocktail (Roche). The tissue was fixed with 1.8% formaldehyde and incubated for 15 mins at room temperature on a rotating wheel. Crosslinking was stopped by adding glycine to a final concentration of 125mM in 0.1% PBS-Triton and incubated for 5 mins at room temperature. Samples were washed twice with lysis buffer (50 mM HEPES, pH 7.8, 10 mM EDTA, 0.5% *N*-lauroylsarcosine, and Roche cOmplete Protease Inhibitor Cocktail), snap-frozen in liquid nitrogen and stored at −80°C. Chromatin for each immunoprecipitation experiment was prepared from a total of 800 wing imaginal discs and sonicated (30 pulses of 15 s ON/ 15 s OFF, high energy setting) in a Bioruptor (Diagenode) resulting in an average DNA fragment size of 400 bp. Samples were pre-cleared by adding 20 μl of Dynabeads® Protein A (Invitrogen) equilibrated in IP buffer (16.7 mM Tris-HCl, pH 8.0, 167 mM NaCl, 10 mM EDTA, 1.1% Triton, 0.1% SDS + 0.5% BSA) for 2 hr at 4°C. Immunoprecipitation was performed at 4°C overnight utilizing antibodies for H3K4me3 (ab8580; Abcam), H3K27me3 (ab6002; Abcam), H3K9me3 (ab8898; Abcam), anti-CP190 and anti-BEAF-32 were cordially provided by Dr. Victor Corces (Emory University), anti-Myb and anti-Rpb3 subunit of Pol II were kindly provided by Dr. Michael Botchan (University of California, Berkley) and Dr. Karen Adelman (NIH), respectively. The immunocomplexes were recovered by adding 20 μl of Dynabeads® Protein A (Invitrogen) (previously equilibrated) for 3 hr at 4°C and washed with the following buffers: 1X for 10 mins with 1 mL of Low Salt Buffer (140 mM NaCl, 10 mM Tris-HCl, pH 8.0, 1 mM EDTA, 0.1% SDS, 1% Triton X-100, 0.1% Sodium-deoxycholate); 5X for 10 mins with 1 mL of High Salt Buffer (500 mM NaCl, 10 mM Tris-HCl, pH 8.0, 1 mM EDTA, 0.1% SDS, 1% Triton X-100, 0.1% Sodium-deoxycholate) and once with 1 mL of LiCl buffer (250 mM LiCl, 10 mM Tris-HCl, pH 8.0, 1mM EDTA, 0.5% NP-40, 0.5% Sodium-deoxycholate); and 2X for 10 mins with TE Buffer. DNA was released from the beads by adding elution buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 1% SDS) and incubating the samples at 65°C for 15 mins with occasional vortexing. TE Buffer was added to the eluted sample and input following by incubation in the presence of RNase A (Invitrogen) was to a final concentration of 0.1 mg/mL and incubated at 37°C for 1 hr. Proteinase K (Invitrogen) was added to a final concentration of 0.5 mg/mL and incubated at 37°C overnight. The samples were then moved to 65°C and incubated for 6hrs to reverse the crosslinks. Finally, DNA was phenol/chloroform extracted and ethanol precipitated.

#### ChIP-chip analysis

DNA from the ChIP experiments were differentially labeled with Cy3- and Cy5-coupled random nonamers (SureTag DNA Labeling Kit, Agilent), hybridized onto a custom *Drosophila* tiled genomic microarray utilizing the dm3 assembly (G4123A, SurePrint G3 Custom CGH Microarray 1×1M - Agilent) containing 60-mer probes spanning the whole genome including repeat sequences. Raw data was extracted utilizing Agilent feature extraction V9.5.1 (Agilent). Data was normalized by blank subtraction, inter- and intra-array (dye-bias) median normalization using Agilent Genomics Workbench V7.0 (Agilent). For Myb ChIP, bound regions were detected using the Whitehead Per-Array Neighborhood Model in which two consecutive probes had to be at a maximal distance of 1000bp with an average *P value* of less than 0.05 between the central probe and at least one of its neighbors. Peaks were called if four or more significant probes were at a maximum distance of 300bp.

H3K27me3 signal was calculated by extracting probe data expanding published *Drosophila* H3K27me3 domains (Sexton et al., 2012). We collected signal intensities 10,000bp upstream and downstream of domain boundaries. We also obtained signal intensities 5,000bp upstream and downstream of the center of domains. Averages were calculated utilizing a sliding window approach with a window length of 10bp moving at a 1bp rate. To calculate whether there was a statistically significant difference in average probe intensities between controls and *Myb* mutants within the H3K27me3 domains, we utilized all probe signals contained within the domains for both control and *Myb* mutant, and performed a Student’s t test.

#### Motif discovery

Sequences underlying the start and end of Myb peaks present at promoter regions of genes (TSS ± 500bp) were collected. Myb motif Position Weight Matrices (PWM) were obtained from the JASPAR database (Mathelier et al., 2016) and a Markov model background of 7bp was estimated utilizing the fasta-get-markov feature from the MEME suite (Bailey et al., 2009). Overrepresented sequences showing a p < 0.01 were retained. The logo diagram was created with these sequences utilizing WebLogo (Crooks et al., 2004) with default settings. We utilized FIMO (Grant et al., 2011) to detect individual Myb and E2f2 motifs at promoters, defined as ± 500 bp from TSS, of upregulated genes. Previously published Myb motif (YAACKG) and E2f2 (TTSSSSS) motif were used to scan input sequences at p < 0.001.

#### RNA polymerase analysis

Gene categories 1 and 2 (Figure 1) were identified based on whether the median RNA Pol II signal (all probes within the −30 to 300 bp promoter region) was either higher or lower in the *Myb* mutant relative to control with a minimum gene length of 1,000 bp. Probe signal intensities from the RNA polymerase II ChIP-chip control and *Myb* mutant experiments were extracted for direct Myb target genes called as significantly downregulated by both microarray and RNA-seq. We specifically used probe data from −2000 bp relative to TSS to +5000 bp relative to TSS. We used a sliding window approach to calculate the median of signal intensities for all genes in a category using a window length of 100 bp moving 1bp at a time. We then took the median signal intensity for all genes at each base position. Negative strand genes were flipped and matched with positive strand genes. To determine whether the RNA Pol II signal at the promoter and across the gene body was statistically significant between the controls and *Myb* mutants, we performed a Mann-Whitney U test using all probes within the respective regions. RNA Pol II profile graphs were smoothed by applying a 900 bp average sliding window.

#### Upregulated genes for H3K4 and H3K27 significance analysis

Normalized signal intensities for control and *Myb* mutant ChIP-chip H3K27me3 array data associated with a 2000 bp interval (+200 bp from TSS to +2200 bp) were collected. Similarly, the normalized signal intensities from the H3K4me3 array data associated with a 2000 bp interval (from TSS to +2000 bp) were also collected. A Student’s t test was used to assess whether the difference in mean signal intensity between control and mutant was significant for each gene and a *P value* was generated. Multiple comparison *P value*s were adjusted for false discovery (FDR) and p < 0.05 was considered significant.

Wig files for visualization of ChIP-chip and tiling array data in UCSC were prepared after smoothing probe signal intensity utilizing a pseudomedian algorithm previously described (Royce et al., 2007). Parameters chosen were the following: span = 3 and Mohananmodified algorithm. Wig files for the RNA-seq data were generated by first converting the bam alignment files into bed format using bedtools (Quinlan and Hall, 2010). Next, the bed files were converted into wig format based on the wig specifications from UCSC using a python script.

#### Overlaps of Myb peaks with genomic elements

Overlap of Myb peaks with genomic features was assessed based on the following ranking: promoters (defined as −200bp from the TSS), exons, introns and intergenic regions. Genome sequence information was obtained from the *Drosophila* UCSC dm3 assembly. Publicly available peak insulator data was obtained from the modENCODE project (Contrino et al., 2012; modENCODE Consortium et al., 2010; Nègre et al., 2011). Peaks were considered overlapping if a Myb peak was within ± 500bp of an insulator peak. The insulator and anchor point datasets used were the following (modENCODE Consortium et al., 2010): CTCF_N_S2 (DCCid: modENCODE_913), Su(Hw) (DCCid: modENCODE_27, mod(mdg4) (DCCid: modENCODE_24, GAF (DCCid: modENCODE_23), BEAF-32 (DCCid: modENCODE_21), CP190 (DCCid: modENCODE_22), Pc (DCCid: modENCODE_3791). Rad21 binding site data was obtained from Van Bortle et al. (2014). For the overlap of Myb peaks with DPGs, we considered head to head genes as a DPG if the negative strand gene TSS was within or equal to 1,000 bp from the TSS of the positive strand gene (Trinklein et al., 2004; Yang and Yu, 2009). If a gene was present in multiple pairs, each was considered a DPG provided the distance between TSSs was < or = 1,000bp. Histone clusters were not considered in this analysis. Myb was considered to overlap a DPG if a peak was present within 500 bp downstream of either TSS or between the genes. For the overlap of Myb peaks with TAD boundaries (Sexton et al., 2012), a peak was considered positive if it was present within 5 kb of the TAD boundary.

#### Random permutation testing

Significance testing of Myb overlaps was determined by first assessing the peaks uniquely mapping to various genomic elements (e.g., anchors, insulator protein peaks, DPGs, etc.). We then estimated the random distribution of expected Myb peak binding by permuting peaks and elements 1000 times using bedtools v2.26.0 (Quinlan and Hall, 2010). For each analysis, we maintained the same number of peaks, the peak size, and their respective chromosomes. Overlapping Myb peaks and elements were assessed, and a z-test was used to determine significance between the observed data and the permuted distribution (Vockley et al., 2016).

#### Quantitative real-time PCR analyses

For ChIP-quantitative real-time PCR, the mean Ct value of three technical replicates for each of the two biological replicates was calculated, followed by the mean of the biological replicates. Enrichment of each peak was determined as the fold enrichment of the region of interest over a reference region devoid of an insulator peak or H3K4me3/H3K27me3 peak. For qRT-PCR, RNA from wing discs was isolated using the RNeasy Plus mini kit (QIAGEN) according to manufacturer’s instructions. cDNA was prepared from 0.5–1 μg total RNA using High-Capacity RNA-to-cDNA kit (Applied Biosystems) and the mean Ct value of three technical replicates for each of the three biological replicates was calculated after normalizing to housekeeping gene *rp49*, followed by the mean of the biological replicates. Fold change values were calculated relative to control. Samples were amplified using the PowerUp SYBR Green Master Mix (Applied Biosystems) and quantified using an Applied Biosystems 7900HT real-time PCR machine according to the manufacturer’s protocols. Statistical significance was calculated using a two-tailed unpaired Student’s t test.

#### Western blot analysis

Wing discs from 3rd instar wandering larvae were dissected in PBS and lysed in SDS sample buffer. The homogenized discs were heated at 95°C for 5 minutes and immediately fractionated with SDS-PAGE, transferred onto a 0.45um nitrocellulose membrane (GE Healthcare Life Sciences) and probed overnight at 4°C with antibodies against CP190 (1:1000; Corces laboratory), BEAF-32 (Blanton et al., 2003) (1:100; DSHB, University of Iowa) and anti-alpha Tubulin (1:1000; AA4.3-c, DSHB, University of Iowa). Blots were developed with the Pierce ECL substrate (ThermoFisher Scientific) following the manufacturer’s recommendations.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Data were analyzed with a two-tailed unpaired, Student’s t test, Mann-Whitney U test, Pearson correlation analysis, and random permutation testing as described above. Error bars for quantitative real-time PCR analysis represent the mean ± SEM. Two-tailed *P value*s of < 0.05 were considered the cutoff for statistical significance unless otherwise indicated.

### DATA AND CODE AVAILABILITY

Gene expression data (both microarray and RNA-seq) and ChIP-chip data are available at the GEO database, accession number GSE100143.

## Supplementary Material

1

2

3

4

5

6

7

## Figures and Tables

**Figure 1.**
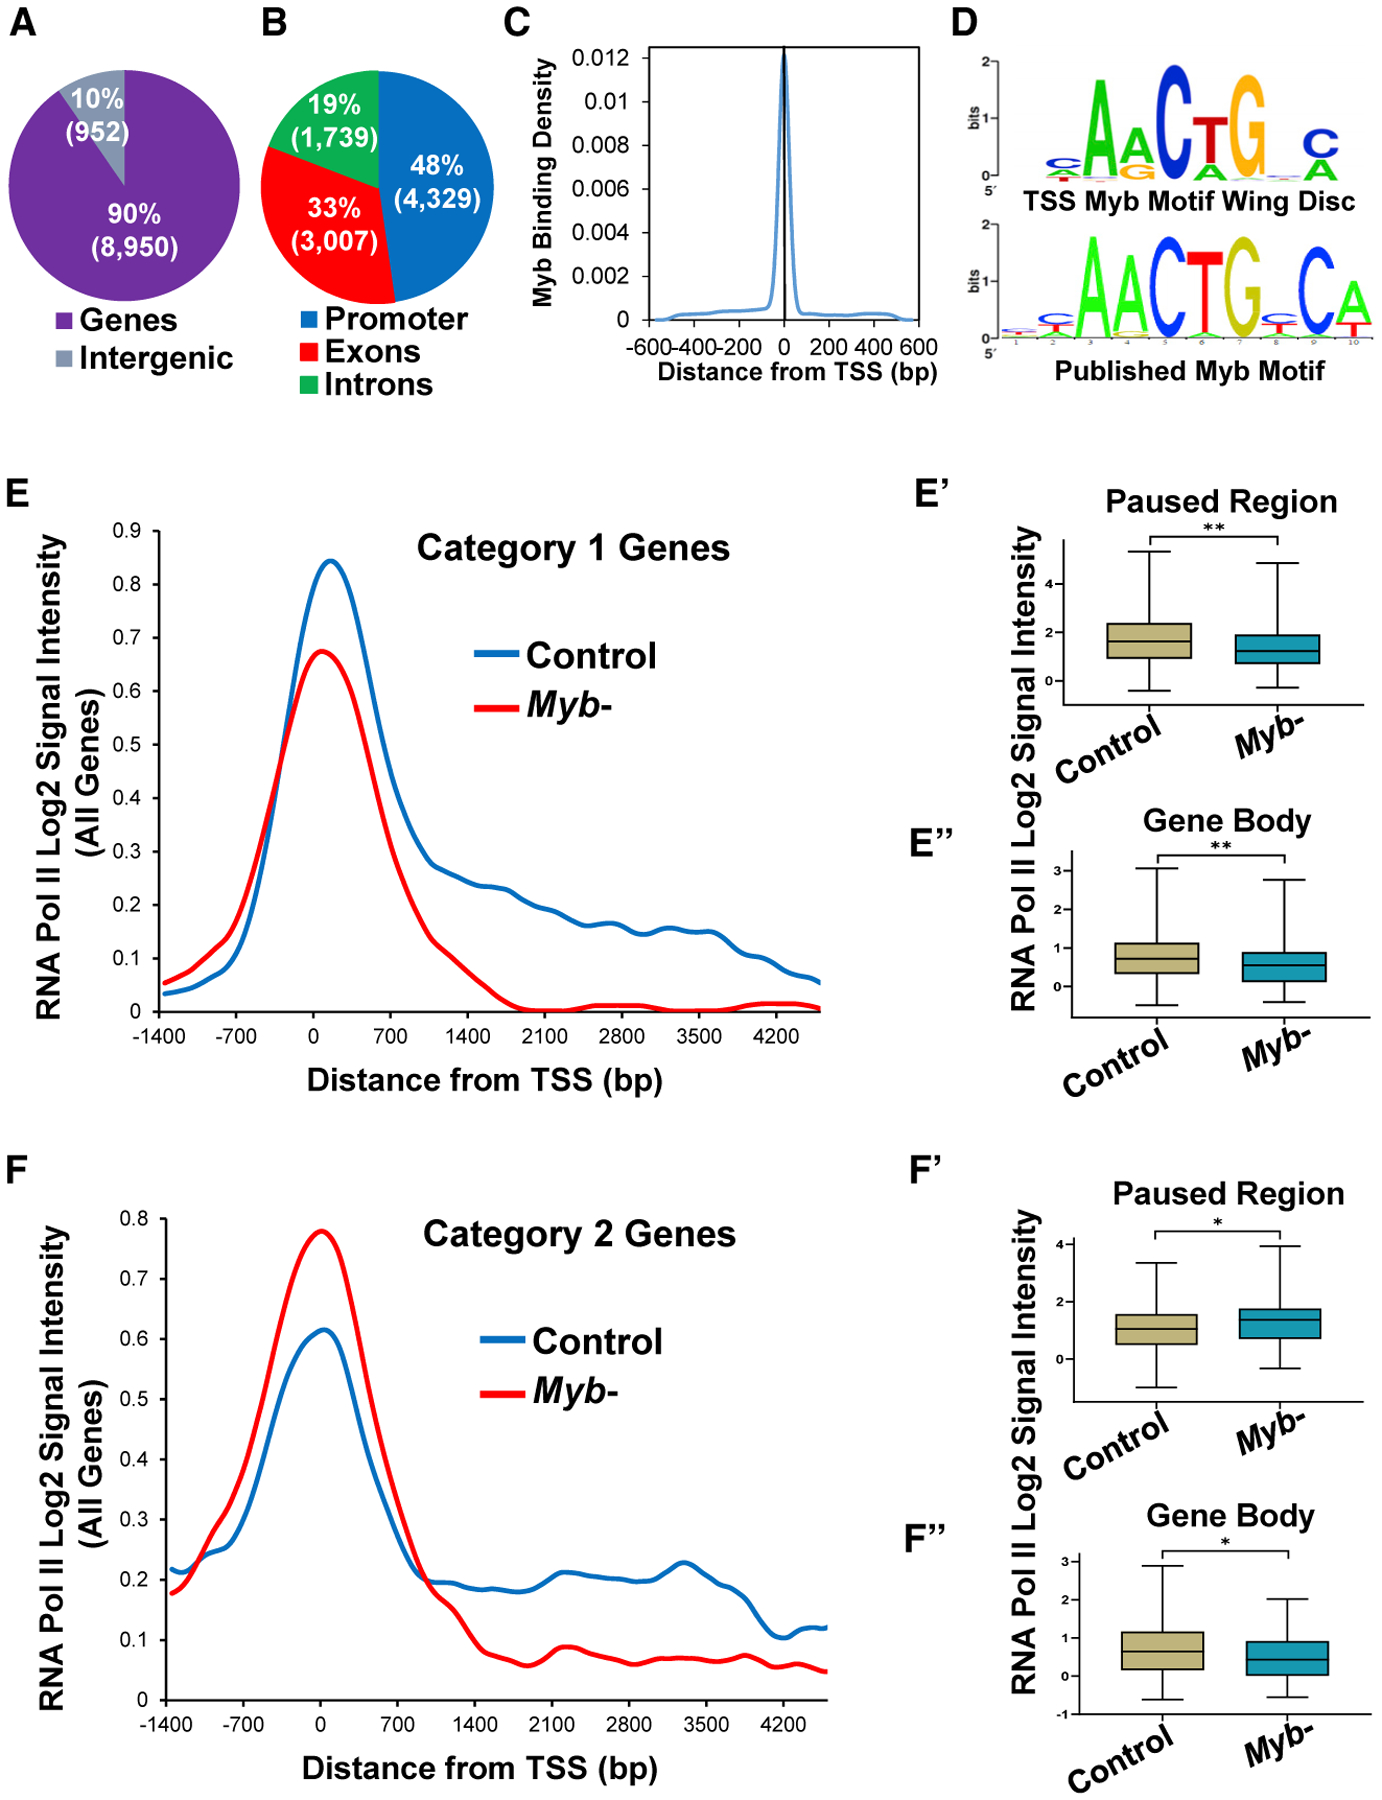
Myb Primarily Binds to TSS Regions to Promote Appropriate RNA Pol II Distribution at Target Genes (A) ChIP-chip analysis of Myb in wing imaginal discs reveals its preference for binding genic regions, with 90% of the Myb peaks within gene boundaries (p = 6.02 × 10^−13^ compared to shuffled control). (B) Breakdown of Myb binding within genes shows enrichment for promoter (−200 bp to TSS; p = 5.79 × 10^−156^ compared to shuffled control). (C) The frequency of Myb binding peaks is highest at TSSs (p = 1.75 × 10^−171^ compared to shuffled control). (D) Enrichment of the Myb binding motif of peaks present at a TSS (p < 0.01). (E–F′) Genes potentiated by Myb show two distinct RNA Pol II distribution profiles as determined by averaging the RNA Pol II signal for all genes per category. Category 1 genes (E, 159 total) show reductions in RNA Pol II levels in *Myb* mutants compared to control at both the Pol II paused region (p < 0.01; E′) as well as across the gene body (p < 0.01; E″), whereas category 2 genes (F, 122 total) show an increase in RNA Pol II levels at the Pol II paused region (p < 0.05; F′) in addition to a reduction in Pol II levels across the gene body (p < 0.05; F″) in *Myb* mutants compared to control. Boxes represent interquartile range (25^th^ to 75^th^ percentiles; brown boxes control, blue boxes *Myb* mutant); lines within boxes represent medians. *p < 0.05, **p < 0.01, Mann-Whitney test.

**Figure 2.**
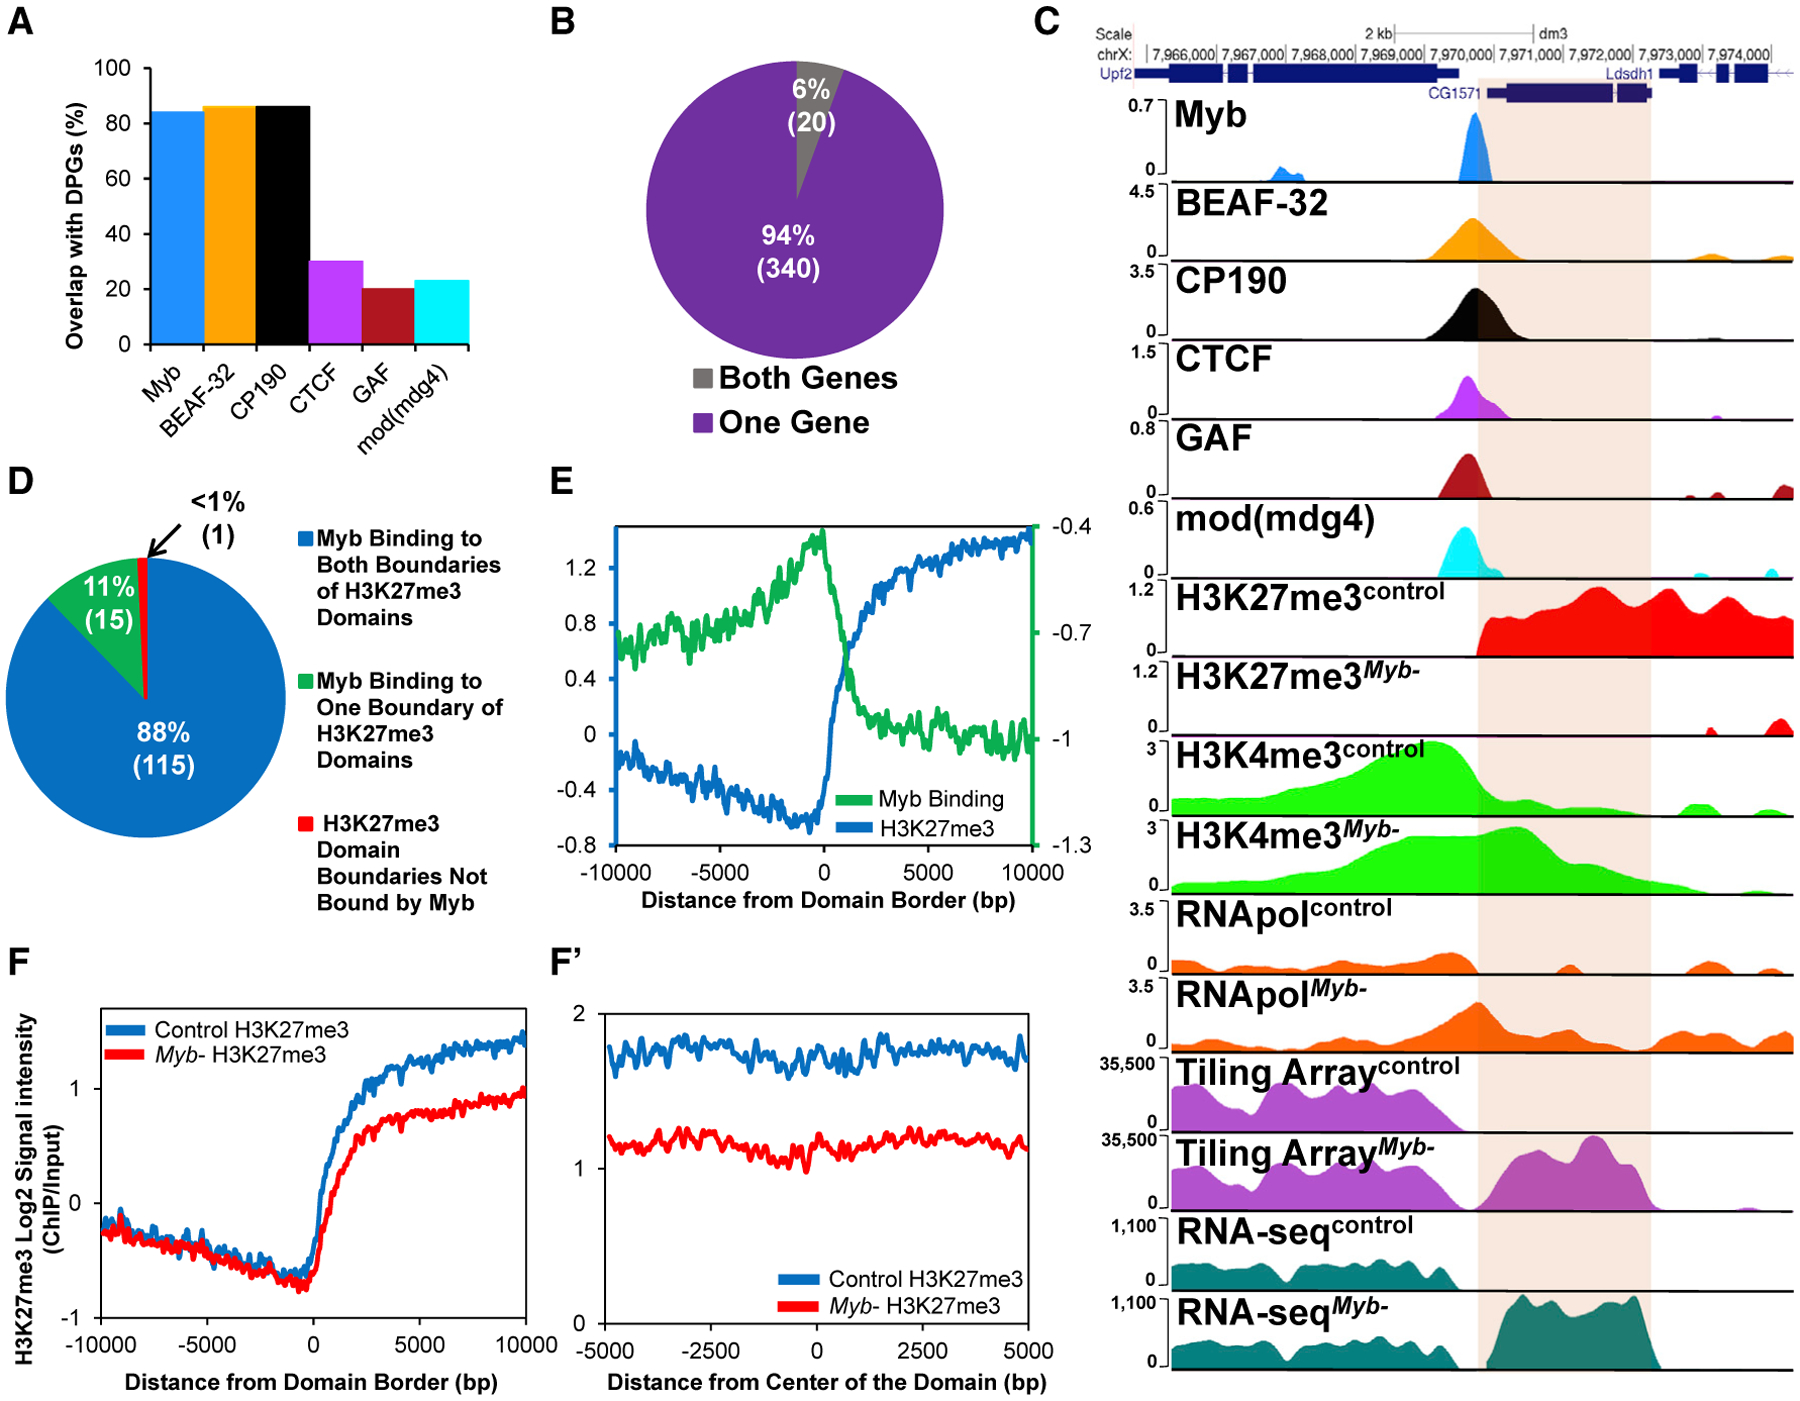
Myb Contributes to Insulator Function at DPGs and Binds to Boundaries of H3K27me3 PcG Domains to Maintain Domain Stability (A) Binding of Myb and insulator proteins to promoter regions of DPGs. Myb binds to 84% of all DGPs present in the genome (p = 2.32 × 10^−275^ compared to shuffled control), comparable to BEAF-32 and CP190 (~86% for both). (B) Absence of Myb leads to changes in expression of genes associated with 360 DPGs. (C) Example of upregulation of expression in one gene of a DPG in *Myb* mutants normally bound by Myb and insulator proteins. Loss of Myb leads to the reduction of H3K27me3, leading to the spreading of H3K4me3 and higher RNA pol II occupancy, with upregulation of *CG1571*, as shown with tiling microarray data, gene expression microarray data (153-fold upregulation, p = 5.77 × 10^−26^), and RNA-seq data (397-fold upregulation, p < 0.0001). (D) Myb is present at boundaries of 99% of all H3K27me3 domains previously described in *D. melanogaster* (p = 1.16 × 10^−32^ compared to shuffled control), with Myb binding to both boundaries of a domain 92% of the time. (E–F′) Myb binding signal (purple line) is increased at boundaries of H3K27me3 domains (E; green line). Absence of Myb leads to reduced average levels of H3K27me3 at domain boundaries (F; red line) and continues across the length of the domains (F′; red line) (p < 0.0001, Student’s t test). DE, differentially expressed. See STAR Methods for sources of binding data.

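In the DPG of Figure 2C, the transcript of *CG1571* lies on X from 7970187 to 7972205 in Table S2, and its end at 7970187 faces *Upf2*. Within 500 bp of this end, the log2 ratio of Myb immunoprecipitate over input was 0.74 in replicate 1 and 0.53 in replicate 2, a mean of 0.64 ± 0.15 (SD, n = 2) over 14 probes, which is at percentile 87.4 of 10000 random windows of the same length on X. A Myb-bound region from 7969486 to 7970309 spanned this end, with a log2 ratio of 1.03 in replicate 1 and 1.25 in replicate 2. The replicates differed within this region. Both were high upstream of the transcript, whereas at the 3 probes nearest the transcript end, at 7970148, 7970210 and 7970284, the log2 ratios were 1.13, 1.41 and 0.97 in replicate 1 and −0.03, 0.19 and 0.12 in replicate 2. The region was called in all 17 settings of the processing in which it was examined. The mean at the site was between 0.53 and 0.77 under the alternatives with the same window, fell to 0.49 with the narrowest window, and was 1.16 over the highest 4 consecutive probes. Of the other regions near *CG1571*, the one from 7965060 to 7967425 was high in both replicates, with 0.71 and 0.96. The region from 7967906 to 7968287 had a log2 ratio of 1.83 in replicate 1 and −0.21 in replicate 2, and the region from 7971440 to 7972215, at the far end of the transcript, had 1.07 and 0.23. The expression, histone and RNA Pol II data of this panel were not analysed here. The paper presents the DPG as an example in which one gene is upregulated in *Myb* mutants and which is normally bound by Myb.

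**Figure D3:**
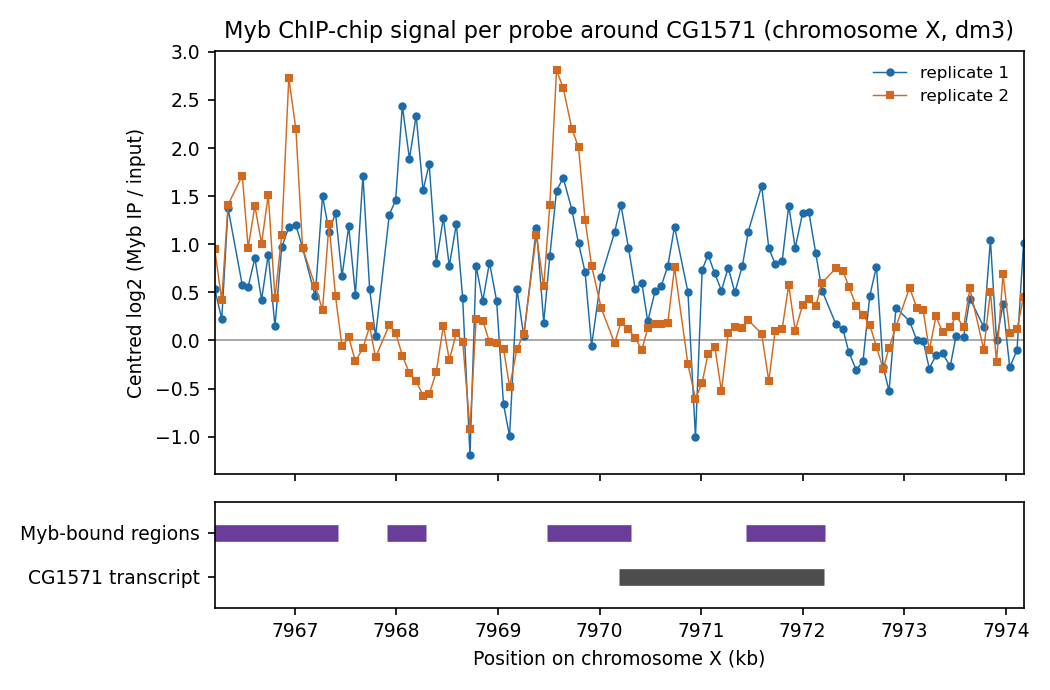
Log2 ratio of Myb immunoprecipitate over input per probe around CG1571 against the position on X in kb (dm3), with circles for replicate 1 and squares for replicate 2. The bars underneath are the Myb-bound regions and the CG1571 transcript of Table S2. Both replicates peak in the region that spans the left end of the transcript, to the left of that end, whereas only replicate 1 is high at the region from 7967906 to 7968287.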

**Figure 3.**
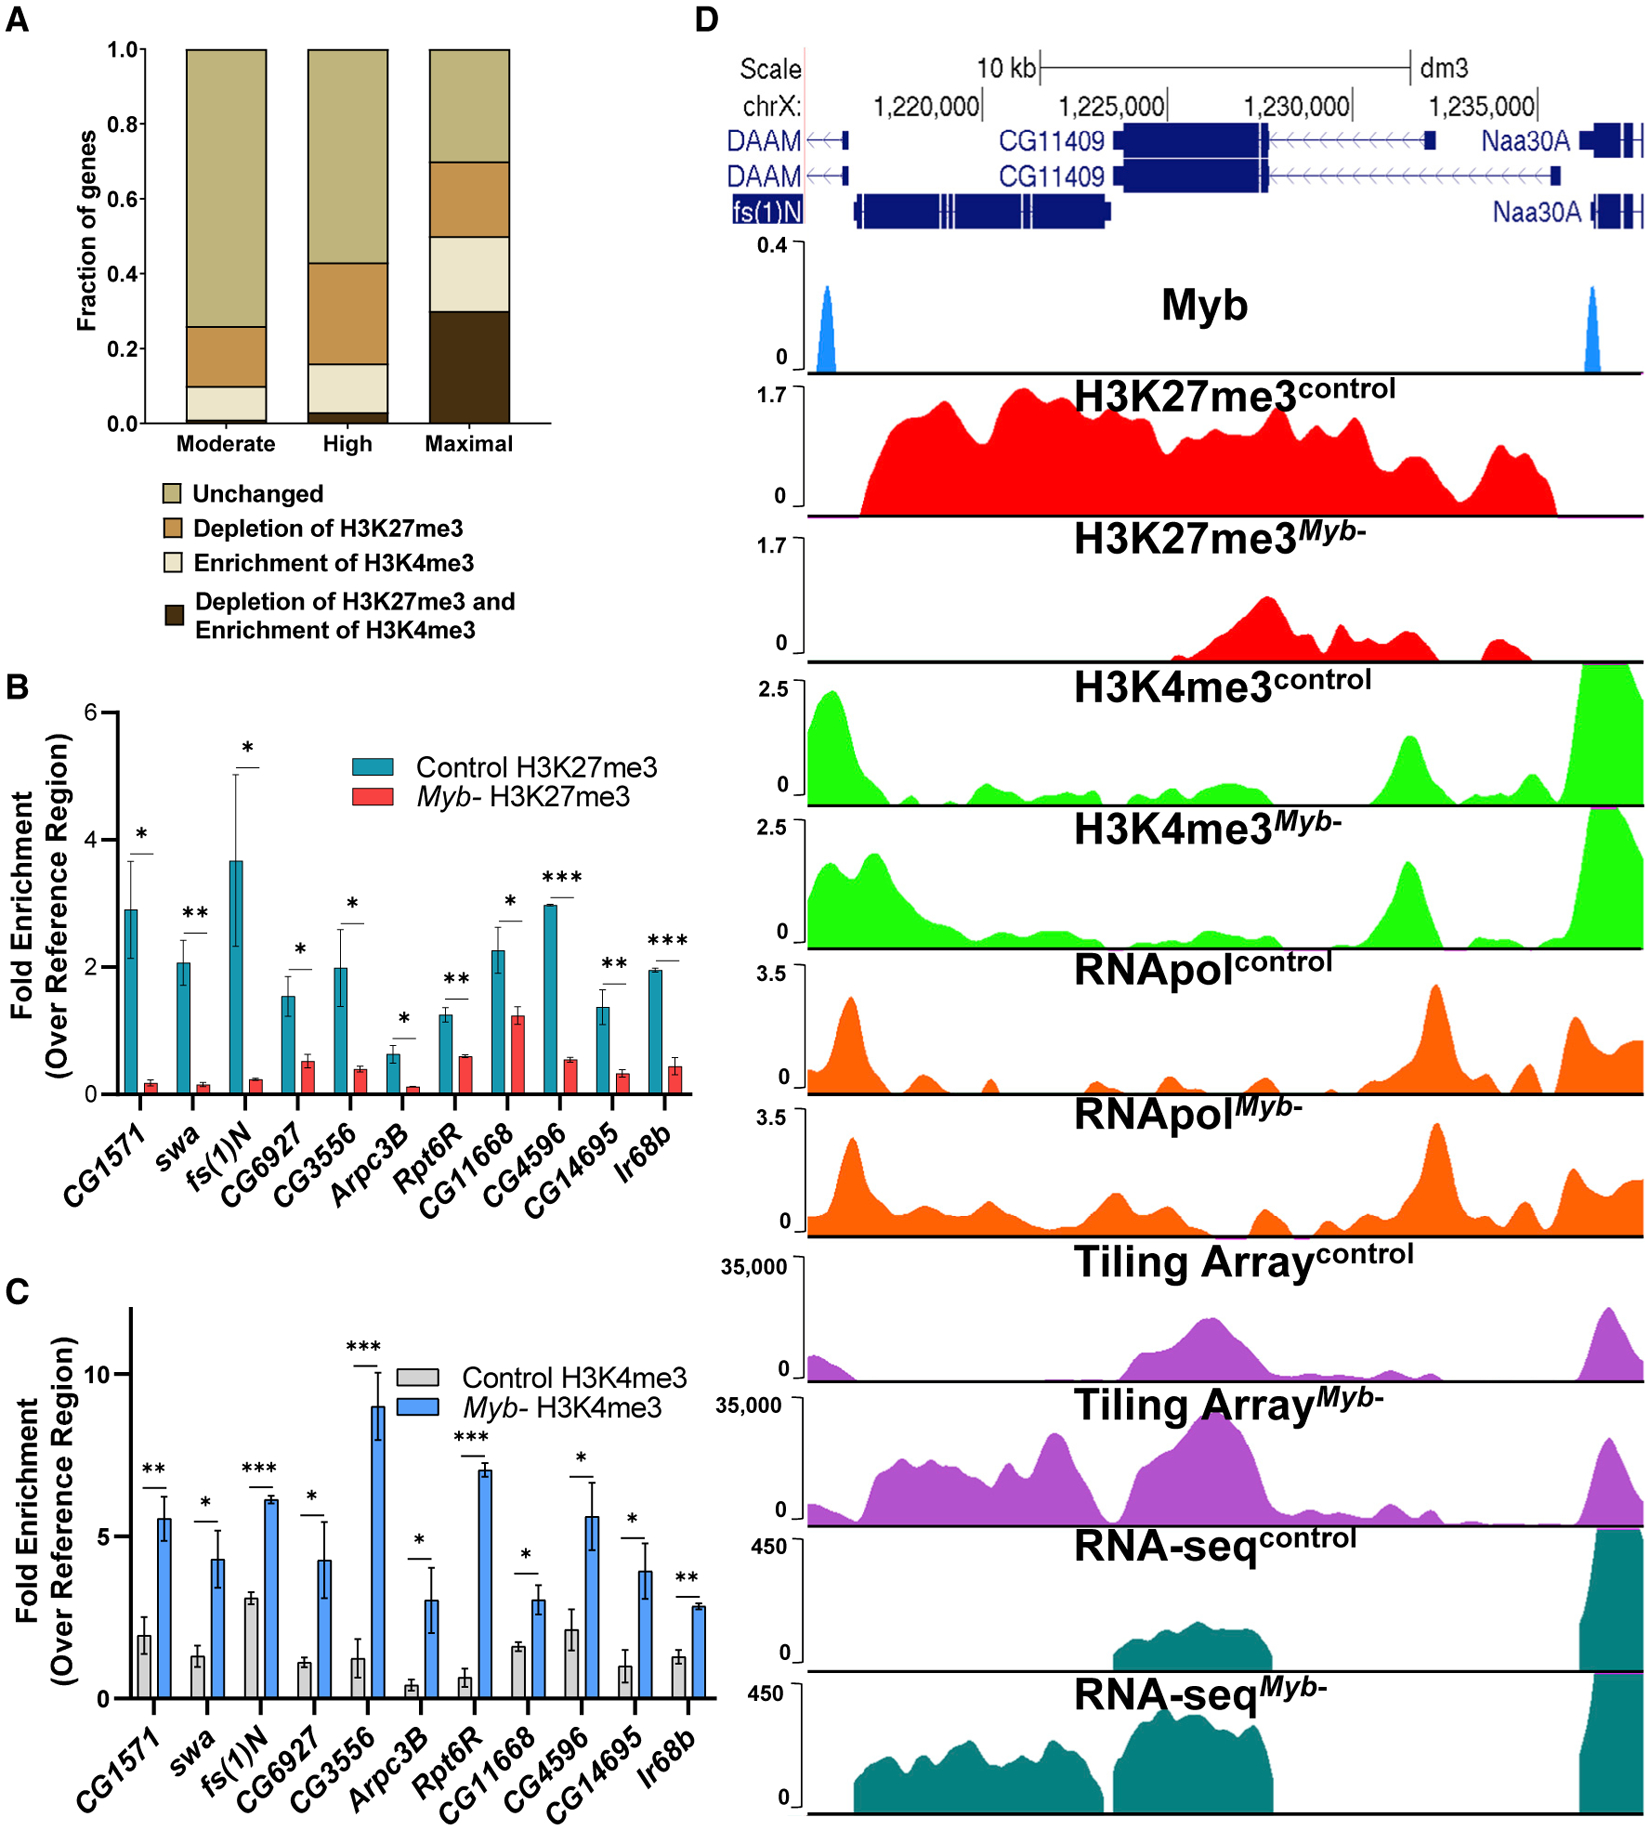
Loss of Myb Results in a Reduction of H3K27me3 along with Increased H3K4me3 and Upregulation of Genes within the Domain (A) Genes upregulated in *Myb* mutants (moderate, high, and maximal) were subdivided depending on whether they showed a depletion of H3K27me3 only, an enrichment of H3K4me3 only, or a depletion of H3K27me3 and enrichment of H3K4me3 (p < 0.05, Student’s t test). Genes not showing statistically significant changes were labeled as unchanged. Note that the most highly upregulated genes (maximal category) show the highest percentage of genes having both reduced H3K27me3 and increased H3K4me3 (30%) compared to the moderate or high categories (1% and 3%, respectively). (B) ChIP-quantitative real-time PCR analysis of a selection of high to maximally upregulated genes reveals that H3K27me3 signal is reduced for all genes. (C) ChIP-quantitative real-time PCR analysis of the same genes in (B) showing that H3K4me3 signal is increased for all genes. (D) Representative example showing that loss of Myb leads to a reduction of H3K27me3 signal with H3K4me3 extension into *fs(1)N*, resulting in an increase of RNA Pol II occupancy and upregulation of transcription (array, ~22-fold upregulation, p = 2.44 × 10^−23^; RNA-seq, ~188 fold upregulation, p < 0.0001). Extension of H3K4me3 does not extend into *CG11409*, but the reduction of H3K27me3 leads to its overall upregulation (array, ~1.7-fold upregulation, p = 1.01 × 10^−8^; RNA-seq, ~2.2-fold upregulation, p = 1 × 10^−32^). For quantitative real-time PCR data, error bars represent mean ± SEM, *p < 0.05, **p < 0.01, two-tailed unpaired Student’s t test.

**Figure 4.**
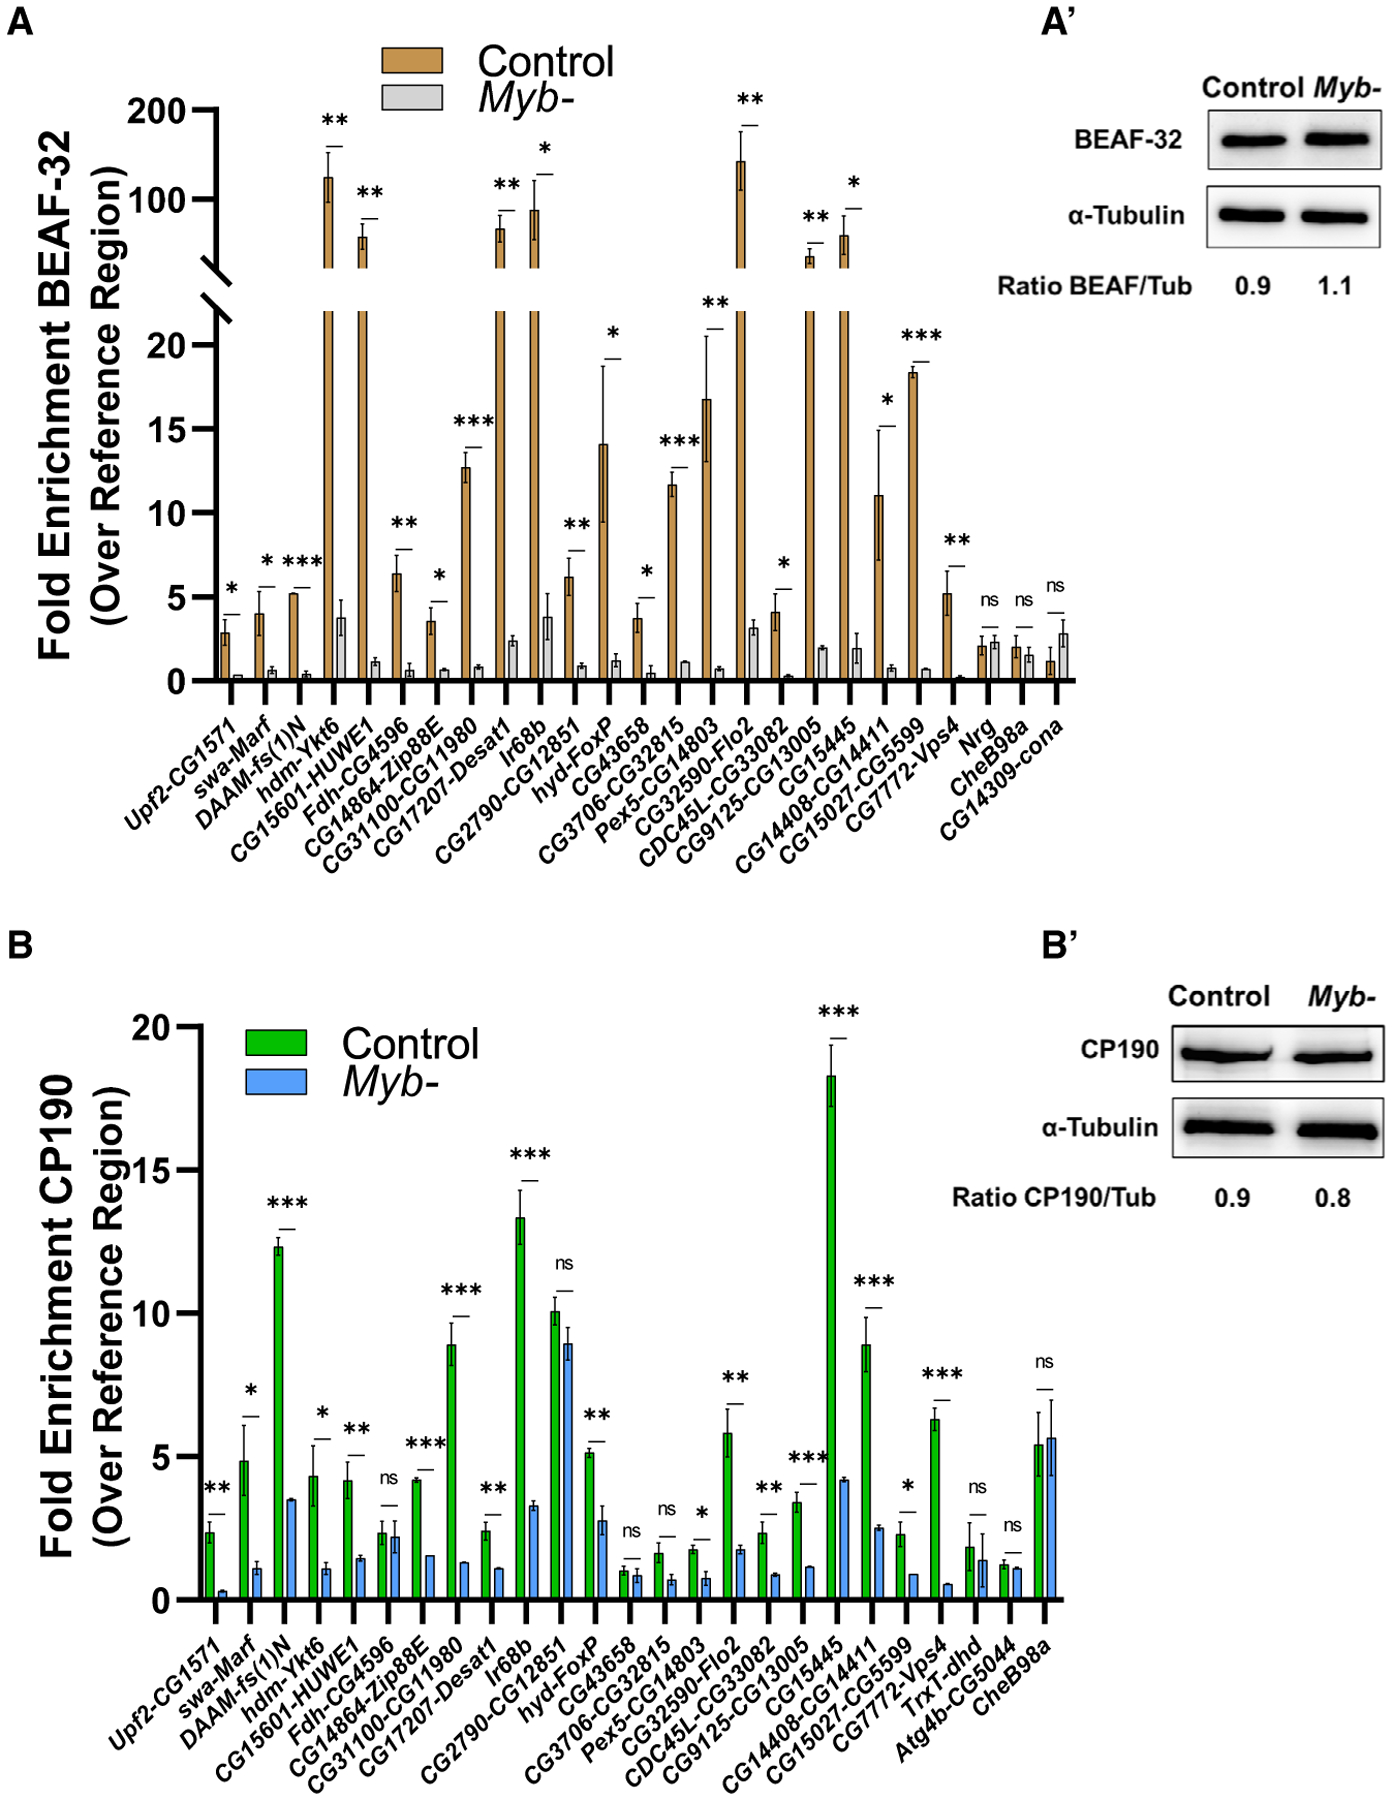
Myb Is Required for BEAF-32 and CP190 Binding at the Majority of Insulator Sites Tested (A–B′) ChIP-quantitative real-time PCR analysis reveals that the loss of Myb leads to a significant reduction of BEAF-32 binding (A), even though the BEAF-32 protein expression level (A′) is comparable in the control and *Myb* mutant. Similarly, the loss of Myb leads to a significant reduction of CP190 binding for most insulator sites tested (B) even though CP190 protein expression level (B′) is comparable in the control and *Myb* mutant. Note that the last three sites depicted in (A) and (B) represent negative controls that overlap BEAF-32 and/or CP190 but not Myb peaks (*Nrg*, *CheB98a*, and *CG14309-cona* for BEAF-32; and *Trxt-dhd*, *Atg4b-CG5044*, and *CheB98a* for CP190). Gene pairs of DPGs are denoted by gene names separated by dashes. Error bars represent mean ± SEM; ns, not significant; *p < 0.05, **p < 0.01, ***p < 0.001, two-tailed unpaired Student’s t test. ImageJ software was used to quantify western blot signals.

**Figure 5.**
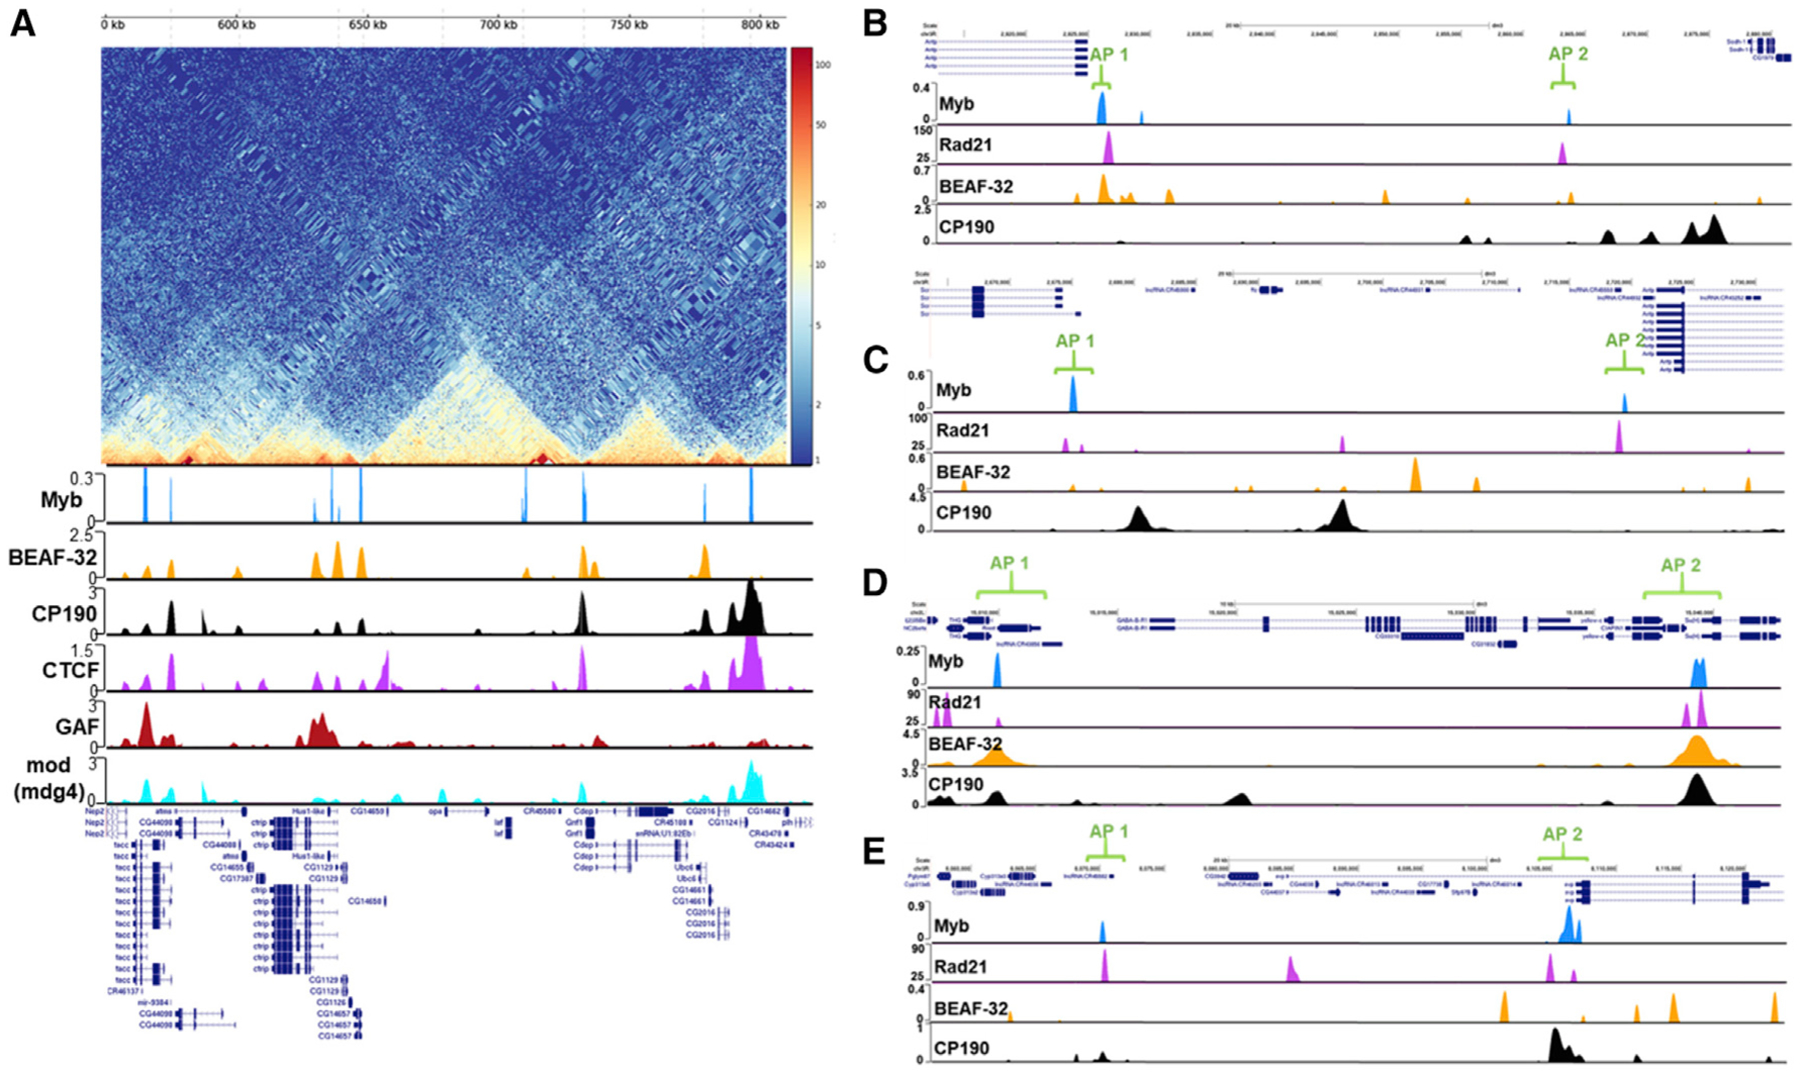
Myb Demarcates Boundaries of Topologically Associating Domains (TADs) (A) Top: Hi-C map obtained from Chorogenome Navigator of a portion of chromosome 3R depicting the frequency of contacts between genomic loci (see text for details). Bottom: shown are binding sites for Myb, BEAF-32, CP190, dCTCF, GAF, and mod(mdg4). Note the colocalization of Myb with TAD boundaries as well as other insulator proteins. (B–E) Myb binds to confirmed anchor points of chromatin loops upstream of *Antp* (B), between *Scr* and *Antp* (C), encompassing *GABA-B-R1* (D), and upstream of *svp* (E). Note the colocalization of Myb with the cohesin subunit Rad21 for all loop anchor regions. See STAR Methods for sources of binding data.

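The windows of the 8 anchor points were read from the axes of Figures 5B–5E to the nearest kb, since no coordinates of these anchors are given in the text. The log2 ratio of Myb immunoprecipitate over input, averaged over the probes of each window, was above 0 in both replicates for 7 of the 8 anchors. For the second anchor of Figure 5B it was −0.03 in replicate 1 and 0.65 in replicate 2, a mean of 0.31 ± 0.48 (SD, n = 2 replicates), which is within the spread between the replicates. The highest mean, 0.83 ± 0.30 (SD, n = 2), was at the second anchor of Figure 5D, and a Myb-bound region on 2L from 15037231 to 15039950 lay in that window. The first anchors of Figures 5B and 5D had means of 0.59 ± 0.32 and 0.43 ± 0.09 (SD, n = 2). At the anchors of Figure 5E, upstream of *svp*, the means were 0.52 ± 0.21 and 0.75 ± 0.44 (SD, n = 2), and at those of Figure 5C, between *Scr* and *Antp*, they were 0.47 ± 0.28 and 0.55 ± 0.42 (SD, n = 2). Compared with 10000 random windows of the same length on the same arm, the anchors were between percentiles 69.2 and 96.6, with a median of 83.2. All 8 windows held at least 1 Myb-bound region. The paper picked these loops as examples of Myb peaks at loop anchors, so the count is no independent test and no p-value is given. Without replicate 2, the second anchor of Figure 5B had no region and the count was 7. The chromosome label of Figure 5D was hard to read and was first taken as 3L. The windows were moved to 2L, where the Release 6 gene list places *GABA-B-R1*, after the values on 3L had been seen. On 3L the anchors of Figure 5D had log2 ratios of −0.12 and −0.24 and no region, so that 6 of 8 windows held a region. With a mean p-value below 0.001 in the region rule, 3 windows held a region. The positions of the loop anchors themselves come from published contact maps that were not analysed here. The paper shows these loops as examples of the overlap of Myb peaks with loop anchors.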

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Anti-histone H3K4me3	Abcam	Cat# ab8580; RRID:AB_306649
Anti-histone H3K27me3	Abcam	Cat# ab6002; RRID:AB_305237
Anti-histone H3K9me3	Abcam	Cat# ab8898; RRID:AB_306848
Rabbit Anti-CP190	Corces laboratory	N/A
Rabbit Anti-BEAF-32	Corces laboratory	N/A
Rabbit Anti-Rpb3 subunit of Pol II	Adelman laboratory	N/A
Rabbit polyclonal Anti-Myb	Botchan laboratory	N/A
Chemicals, Peptides, and Recombinant Proteins		
TRIzol	Invitrogen	Cat#80806
cOmplete, Protease Inhibitor Cocktail	Roche	Cat#19541400
Dynabeads Protein A	Invitrogen	Cat#00324078
RNase A	Invitrogen	Cat#1383185
Proteinase K	Invitrogen	Cat#1250776
Critical Commercial Assays		
RNeasy Mini Kit	QIAGEN	Cat#74104
SuperScript Double-Stranded cDNA Synthesis Kit	Invitrogen	Cat#1225016
PowerUp SYBR Green Master Mix	Applied Biosystems	Ref#100029284
Dual-Color DNA Labeling Kit	NimbleGen	Cat#13678600
SureTag DNA labeling Kit	Agilent	Cat#0006300758
Deposited Data		
Raw and analyzed data	This paper	GSE100143
*D. melanogaster* reference genome NCBI	Dm3 5.7	ftp://ftp.flybase.net/genomes/Drosophila_melanogaster/dmel_r5.7_FB2008_04/
Insulator proteins ChIP-chip	modENCODE Consortium et al., 2010	http://www.modencode.org/
Experimental Models: Organisms/Strains		
*D. melanogaster: Df(1)MH107, w*^*1118*^*/FM7i, P{w[+mC] = ActGFP}JMR3*	Bloomington Drosophila Stock Center	Cat#30559; RRID:BDSC_30559
*D. melanogaster: y*^*1*^*w*^*67c23*^	Bloomington Drosophila Stock Center	Cat#6599; RRID:BDSC_6599
D. melanogaster: w[*]; E2f2^*76Q1*^*, cn*^*1*^*, bw*^*1*^*/CyO, P(ry[+t7.2] = ftz/lacB)E3*	Bloomington Drosophila Stock Center	Cat#7436; RRID:BDSC_7436
D. melanogaster: w[*]; Df(2L)G5.1, dpy[ov^*1*^*] b*^*1*^*/CyO, P(ry[+t7.2] = ftz/lacB)E3*	Bloomington Drosophila Stock Center	Cat#7437; RRID:BDSC_7437
Oligonucleotides		
Primers for quantitative real-time PCR, see Table S5	This paper	N/A
Software and Algorithms		
ArrayStar (Version 12.0.0)	DNASTAR, Inc.	https://www.dnastar.com
Agilent Feature Extraction (Version 9.5.1)	Agilent	https://www.agilent.com
Agilent Genomics Workbench (Version 7.0)	Agilent	https://www.agilent.com
JASPAR	Mathelier et al., 2016	http://jaspar.genereg.net/
MEME suite	Bailey et al., 2009	http://meme-suite.org/tools/meme
WebLogo	Crooks, et al., 2004	http://weblogo.berkeley.edu/logo.cgi
PRISM Version 8	Graphpad	https://www.graphpad.com/scientific-software/prism/
Image Processing and Analysis in Java	ImageJ	https://imagej.nih.gov/ij/index.html

How the deposited data were processed for this re-analysis (not part of the article)

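Myb ChIP-chip was analysed in *yw*67 wing discs, with 2 biological replicates and 2 array designs per replicate. The 4 arrays are all of 1 condition, so no groups of samples were compared, and each replicate was scanned as 1 batch. The gene expression, RNA-seq, histone and RNA Pol II data of the paper were not analysed here.

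The authors deposited 1 scanner output per array. Per the file headers, the processed intensities of each channel were background-subtracted, spatially detrended and dye-normalized within the array by Agilent Feature Extraction version 11.5.1.1, whereas the paper's methods name an earlier version. The deposited log10 ratio of each spot is the log10 of the processed Cy5 (Myb immunoprecipitate) intensity over the processed Cy3 (input) intensity. It was used only to check the ratio computed here, and both were the same within 0.001 for 99.4% to 99.5% of the spots of an array. The scanner output has median but no mean signals of the spots. The authors also deposited a table of log2 values with 1 column per replicate, which joins both array designs. The paper's methods describe blank subtraction and median normalization within and between arrays, and whether this table holds those values is not stated. Set against the ratios computed here from the same replicate, its columns had a Pearson's r between 0.977 and 0.983 across the probes of a design, and against the other replicate between 0.568 and 0.651. Its values are not centred on 0, with medians between −1.50 and −0.81, and are missing for 17386 probes in replicate 1 and 15720 in replicate 2. It was used as an alternative, after centring.

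The log2 of the processed Cy5 intensity over the processed Cy3 intensity was computed for each spot without further background correction. Control spots, random-sequence spots and spots marked as non-uniform or population outliers in either channel were left out. Spots of 1 probe were averaged and each array was centred on its median, without loess or quantile normalization. Design 1 has 935600 genome probes and design 2 has 934962. Of all probes, 1568407 lie on the 6 chromosome arms 2L, 2R, 3L, 3R, 4 and X. The share of saturated spots in the immunoprecipitate channel was 0.267% and 1.04% in replicate 1 (designs 1 and 2) and 0.208% and 0.0328% in replicate 2, and saturated spots were kept. Positions are those of the dm3 (release 5) assembly in the probe names. Probe lengths in these positions have a median of 50 bp, which is shorter than the probes described in the paper's methods.

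Probes were tested against a log2 ratio of 0 with an intercept-only model in limma version 3.58.1 (R version 4.3.3) with Benjamini-Hochberg adjustment over all probes and a threshold of 0.05. The test was checked on 200000 simulated probes, 20000 of them changed, with a spread of 0.383 between replicates taken from the arrays. This spread was the same for every simulated probe, unlike on the arrays, so the recovery and the false share below describe the simulation only. The test recovered 100% of the probes with a true log2 ratio of 2, and 4.28% of its calls were false.

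Myb-bound regions were called in Python version 3.11.15 with numpy version 2.4.6, pandas version 2.3.3 and scipy version 1.17.1. The null distribution was fitted for each array design, from the mode of the log2 ratios in a histogram with bins of 0.01 and the standard deviation of the probes below the mode. For the mean of both replicates, the mode was −0.144 and the standard deviation 0.448 on design 1, and −0.104 and 0.421 on design 2. In replicate 1 alone the standard deviations were 0.584 and 0.567, and in replicate 2 alone 0.453 and 0.359. Neighbors were probes whose starts lay at most 1000 bp apart, and the gap joined was at most 300 bp from the end of a significant probe to the start of the next. Where regions of each replicate alone were combined, the regions of replicate 1 that overlapped regions of replicate 2 formed the set. The fit per array design, the use of the 6 arms and these definitions of distance were not part of the design that was written down first, and were chosen before any region was counted. Values of regions and sites in each replicate use the probes measured in both replicates.

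Sites were chosen by a rule set before the data were examined, namely each gene pair, element, anchor or gene whose Myb binding the paper shows or names in the text, in Figures 2C, 3D, 4 and 5B–5E and in Tables S3, S4 and S5A, and the 10 Myb-bound regions with the highest mean log2 ratio. Table S4, Table S3 and Table S5A are held in full. Of Table S1, 1400 entries are held and 8501 are not, so it was used only to look up single loci and its overlap with the regions was not tested. Of the microarray part of Table S2, 1999 entries are held and 14638 are not. Genes were placed by the transcripts of this held part, which has no strand. Members of a pair were placed at the transcript end facing the partner, and a pair with coordinates for both genes midway between these ends. Other genes were given the transcript end with the higher value, and the shuffled regions were scored in the same way. The windows were 500 bp either side. Placed were 7 of 7 elements of Table S4, 18 of 22 sites of Figure 4, 19 of 19 genes of Table S5A, 44 of 72 genes of Table S3 and both genes of Figures 2C and 3D. For Table S3, of which 61.1% was placed, no test was run. The held transcripts need not include the outermost start of a gene. The 8 anchor windows of Figures 5B–5E were read from the axes of the figure. The chromosome of Figure 5D was first read as 3L and corrected to 2L after the values on 3L had been seen, because the Release 6 gene list places the genes drawn in that panel on 2L. This gene list was used only for names and for which genes neighbor each other.

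Counts of sites with a region were compared with 1000 shuffles of the regions on their own arm, keeping number and length (one-sided, seed 1), and values of sites with 10000 random windows on the same arm. The shuffles could not be matched to promoters. The p-values of these counts are given only for Table S5A, since the paper selected the sites of Figure 4, the elements of Table S4 and the anchors of Figures 5B–5E with or for their Myb binding. The region rule was checked on simulated arrays, in which regions planted at a log2 ratio of 1 and of 1.5 were recovered in 100% of cases. The planted regions had 15 probes each, and the noise was normal and independent between probes and replicates.

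The alternatives set before the data were examined were normexp background correction with an offset of 50 on the median signals, blank subtraction with the negative control spots on the median signals, the deposited table of log2 values, only probes well above background in the input, centring on the mode, outlier spots kept, leaving out each replicate, a moderated variance with a trend, other p-value thresholds, more probes per region, a shorter joining distance, other ways to combine replicates, other windows and the highest 4 consecutive probes. Added after the data were seen were the removal of spots with a non-uniform local background, the count of Figure 4 sites against shuffles, a placement of *CG32590-Flo2* by Table S1, a random rotation of the probes of each arm for Table S5A and the Figure 5D windows on 3L. The position of regions in genes, promoters, exons and introns, their distance to transcription start sites, the Myb motif, divergently paired genes and the correction for GC content were planned and not run, because they need a dm3 annotation, genome or probe sequences that were not used here. Figures were drawn with matplotlib version 3.10.9.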

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

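Among the tests in this part, those on the input signal and on saturation at mitochondrial probes were chosen after the result was seen, and the test of chance calls outside the chromosome arms was set before its result was seen.

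Mitochondrial probes, which the paper does not discuss, had a higher log2 ratio of Myb immunoprecipitate over input than the genome's median in both replicates. Over the 204 mitochondrial probes, the median was 0.76 in replicate 1 and 1.38 in replicate 2, and 170 probes (83.3%) were above 0 in both. It stayed above 0 in both replicates with normexp background correction (0.67 and 1.15), blank subtraction (0.84 and 1.52), centring on the mode (0.89 and 1.51) and in the deposited table of log2 values (0.98 and 1.77). The median input signal of these probes, on the log2 scale, was 8.80 in replicate 1 and 7.85 in replicate 2, against 9.62 and 9.02 on the 6 chromosome arms. A dependence of the log2 ratio on the input signal was argued against as the whole cause, since probes of the arms matched on the input signal within 0.1 had medians of only 0.12 in replicate 1 and 0.18 in replicate 2. Saturation was argued against too, since 0% of the 204 probes had a saturated spot in either channel. The base composition of the probes, copies of mitochondrial sequence in the nuclear genome and a different recovery of mitochondrial DNA in the immunoprecipitate and the input stay open, as probe sequences were not used here and no control immunoprecipitate was among the arrays. No biological explanation was tested.

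Outside the 6 chromosome arms, on heterochromatic, unplaced and mitochondrial sequence that the paper does not discuss separately, the same rule called 1255 Myb-bound and 610 depleted regions over 302155 probes. This is 4.15 bound regions per 1000 probes, against 11.54 on the arms, and 2.02 depleted regions per 1000 probes, against 1.18 on the arms. Chance calls from probe noise as the whole cause were argued against by the overlap of the replicates. Called in each replicate alone, 335 of the 2089 regions of replicate 1 on these sequences (16%) overlapped one of the 801 regions of replicate 2, against a mean of 99 and a highest of 137 in 1000 shuffles among the probes of the same sequence (one-sided permutation test, p = 0.001, the smallest p that 1000 shuffles can give). In shuffles added after this result was seen, which used only stretches of probes without a gap of more than 300 bp, the mean was 97.2 and the highest 140 (one-sided permutation test, p = 0.001). A share that recurs can also come from probes that match many places in the genome, and repeats and base composition stay open without probe sequences. Most regions of replicate 1 on these sequences did not recur in replicate 2. No biological explanation was tested.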

How the results depend on the processing

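The alternatives were set before the data were examined, except for the removal of spots with a non-uniform local background, the placement of *CG32590-Flo2* by Table S1, the rotation of probes for Table S5A and the windows of Figure 5D on 3L, which were chosen after the data were seen. No paired analysis was possible because all arrays are of 1 condition.

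Of the counts and main values recomputed under alternatives set beforehand, 127 stayed within 1.5 times, on the same side of the threshold or within the spread of the replicates, 19 moved (15 lower and 4 higher) and 2 were no longer past the threshold. The first number includes the counts of regions under centring on the mode, which by construction cannot change, and counts of sites that the paper selected for Myb binding, whose threshold is no independent test. Of the log2 ratios at single sites, under alternatives that kept both replicates, 195 stayed within the spread, 61 moved by more and 4 changed sign. The spread is each site's own SD of 2 replicates, so this tally depends on how closely the replicates lie at a site. The second anchor of Figure 5C, from 0.55 to 0.22 with normexp, counted as stayed. *DAAM-fs(1)N*, from 0.50 to 0.58 with the deposited table, counted as moved. Leaving one of 2 replicates out moves a mean over the same probes by less than their SD by arithmetic. The values without a replicate, of which 61 stayed, 1 was counted as moved and 4 changed sign, therefore say little about stability beyond the changes of sign. They also use probes missing in the other replicate, as at *CG15027-CG5599*, where they were 1.26 and 1.01 against 1.23 with both. The value counted as moved was *swa-Marf* without replicate 1. Before rounding it lay within the SD of 0.03, with 0.954 in replicate 2 against a mean of 0.975.

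The number of enriched probes ranged from 147333 with the deposited table of log2 values to 249694 with centring on the mode. The number of depleted probes moved from 72089 to 120860 with normexp, 38993 with the deposited table and 43492 with centring on the mode. The mode of the arrays lay at −0.105 to −0.134 relative to their median, so centring on the mode raises all log2 ratios by that distance and by construction leaves the regions as they were. For the other settings the cause was not tested. A limma test without a replicate has no residual degrees of freedom and was not run.

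The number of Myb-bound regions ranged from 15305 to 21244 when each replicate was left out in turn, against 18103 with both. It fell to 11009 and 5087 with a mean p-value below 0.01 and 0.001, to 10170 with at least 8 probes per region and to 10599 where regions called in each replicate alone had to share at least 50% of their length. The number of depleted regions, 1858, ranged from 1626 to 3144 when each replicate was left out, and was 246 and 65 with the stricter p-values, 248 with at least 8 probes, 573 with the mean of the p-values of the replicates, and 456 and 356 where regions were called in each replicate alone and shared 1 bp or at least 50% of their length. These settings are stricter by construction. With the stricter p-values the depleted regions fell by a larger factor than the bound ones. The null distribution was fitted to the low side, so this is no independent comparison. The count with spots of non-uniform background removed was 18087.

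The number of Table S4 elements with a region was between 3 and 7 and that of Figure 4 sites between 9 and 17. The count of anchors of Figures 5B–5E fell from 8 to 3 with a mean p-value below 0.001 and to 6 with the windows of Figure 5D on 3L, and was 7 or 8 in the other 15 alternatives. Against a random rotation of the probes of each arm, which keeps moved regions where probes are, the count of Table S5A genes was 14 with a shuffled mean of 7.74 (one-sided permutation test, p = 0.006). The rotation was not matched to promoters either, and included the genes that also belong to Figure 4 sites. The count of Table S5A genes fell from 14 to 4 (p = 0.195, one-sided permutation test) and that of Table S3 genes from 44 to 29 with a mean p-value below 0.001.

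At *fs(1)N* the log2 ratio of 0.50 moved to 0.29 with normexp, 0.58 with the deposited table, 0.36 with only probes well above background in the input and 0.63 with centring on the mode, where the SD of the replicates was 0.02. At the same place, taken as *DAAM-fs(1)N*, it was 0.64 with the narrowest window, 0.70 with a window of 1000 bp and 0.75 over the highest 4 consecutive probes. At *CG1571* it was between 0.53 and 0.77 in the 9 alternatives with the same window, and at the same place, taken as *Upf2-CG1571*, it moved to 0.49 with the narrowest window and to 1.16 over the highest 4 consecutive probes. Signs changed at sites near 0. *hyd-FoxP* had −0.02 with normexp and ranged from −0.05 to 0.46 when each replicate was left out, *CG2790-CG12851* from −0.08 to 0.49, *CG31100-CG11980* from −0.12 to 0.14 and the second anchor of Figure 5B from −0.03 to 0.65. *CG31100-CG11980* had −0.07 with the narrowest window. *CG32590-Flo2* had 0.03 with a window of 1000 bp, 0.36 over its highest 4 consecutive probes and 1.36 when placed by Table S1. The anchors of Figure 5D had −0.12 and −0.24 on 3L. The values on 3L and by Table S1 are of other places in the genome, and for the rest the cause was not tested.

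At least 97.7% of the genome spots of an array were well above background in the input, and with the remaining probes left out 19959 regions were called. At the sites of the paper, normexp lowered the log2 ratio at all 7 Table S4 elements, all 8 anchors and 16 of the 18 Figure 4 sites. *CG17207-Desat1* fell from 0.70 to 0.17, *CG14408-CG14411* from 0.74 to 0.18 and the second anchor of Figure 5C from 0.55 to 0.22. *CG7772-Vps4* fell from 0.68 to 0.08 with normexp and to 0.28 with only probes well above background, and the element on X from 9904070 fell from 1.56 to 0.43 with normexp. The cause was not tested. Alternatives that need a dm3 annotation, genome or probe sequences (GC content, promoter definition, extent of regions for the motif) were not run.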

Differences from the paper's values

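The paper reports 9902 Myb peaks, and the main setting here gave 18103 Myb-bound regions. The paper names its rule as per array, whereas the main setting applied it to the mean of the replicates, so the settings that call each replicate alone may be closer to it. Of the alternatives set before the data were examined, the number came within 1.5 times of the paper's with a mean p-value below 0.01 (11009 regions), at least 8 significant probes per region (10170), the mean of the p-values of the replicates (13744), and regions called in each replicate alone that share 1 bp (12191) or at least 50% of their length (10599). It remained more than 1.5 times away with normexp background correction (17563), blank subtraction (17958), the deposited table of log2 values (18941), only probes well above background in the input (19959), centring on the mode (18103), outlier spots kept (18206), without replicate 1 (21244), without replicate 2 (15305), with a joining distance of 150 bp (23939) and with a mean p-value below 0.001 (5087).

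Table S3 lists *Cks30A* among the G2/M genes potentiated by Myb as not bound by Myb in wing discs. Here a Myb-bound region on 2L from 9330515 to 9330954 lay within 500 bp of an end of its transcript, with a log2 ratio of 0.71 in replicate 1 and 1.12 in replicate 2, and the mean over the window was 0.42 ± 0.03 (SD, n = 2). The region was called in 13 of 19 settings. It was not called with normexp background correction, without replicate 2, with a mean p-value below 0.001, with at least 8 probes per region or where a region had to be called in each replicate alone.

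Figure 4 lists *CG32590-Flo2* and *CG31100-CG11980* among sites bound by Myb, of which 16 of the 18 placed had a region here and these had none at their placement. *CG32590-Flo2* had a region with a window of 1000 bp either side, set before the data were examined, and when placed by the entry of Table S1 that names both genes, which was chosen after seeing the values. *CG31100-CG11980* had no region in any of 19 settings.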

Other observations

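Among the tests in this part, the one comparing the density of regions on 2R and 2L between the replicates was chosen after the result was seen. The look-ups of *Nrg* and of the longest region were made after the values were seen.

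Myb-bound regions outnumbered depleted regions, with 18103 against 1858. The rule takes its standard deviation from the probes below the mode, which keeps the depleted count low by construction. The limma test per probe does not use that fit. With each array centred on its median, it called 182226 probes enriched and 72089 depleted. If single probes read high whatever the chromatin, the next probe in the other replicate would be almost unrelated. Across probes of the 6 chromosome arms, Pearson's r between a probe in replicate 1 and the same probe in replicate 2 was 0.634, and between a probe in replicate 1 and the next probe in replicate 2 it was 0.421. It was 0.358 at 300 to 400 bp, 0.353 at 500 to 600 bp, 0.324 at 1000 to 1100 bp and 0.282 at 2000 to 2100 bp. Probes are not independent replicates, so no p-value is given. This argues against effects of single probes as the whole cause. The drop from 0.634 to 0.421 is larger than any later one, so such effects may account for a part of the shared signal of the replicates. A trend with base composition, which neighboring probes share, stays open without probe sequences, and no biological explanation was tested.

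More regions were called in replicate 2 (21244) than in replicate 1 (15305). The noise of replicate 2, taken from the probes below the mode, was smaller, and a candidate explanation is this difference in noise. With the noise SD of replicate 1 used for replicate 2, the number of regions in replicate 2 fell to 14809, below that of replicate 1. A larger SD makes the rule stricter, so the direction of this fall follows by construction and only its size is informative. Outside the 6 arms the order was the reverse, with 2089 regions in replicate 1 and 801 in replicate 2. A smaller noise in replicate 2 alone does not predict this, so the explanation is limited to the arms. Scan batch and replicate are the same in these data, so their effects cannot be separated.

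Probes named as random sequence, which were left out of all other results, had a median log2 ratio of −1.38 and −1.32 in replicate 1 (designs 1 and 2) and −0.60 and −0.62 in replicate 2, after centring on the median of the genome probes. None of 10 measures of array quality set a single array apart from the other 3 by Dixon's test.

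The density of Myb-bound regions differed between chromosome arms, from 182.3 per Mb on X, 165.0 on 2R, 152.5 on 3R, 138.4 on 3L and 120.5 on 2L to 74.0 on chromosome 4. Arms 2R and 2L lie on the same arrays. The density on 2R was 1.37 times that on 2L in replicate 1 (137.2 against 100.3 per Mb) and 1.28 times in replicate 2 (161.8 against 126.4 per Mb). Because these arms share their arrays, this comparison cannot test a difference between arrays or array designs, which stays open for arms of different designs such as X and 2L. For 2R and 2L, a brighter or dimmer input on one arm was argued against as the whole cause, since within 50 classes of input signal the mean log2 ratio of 2R was above that of 2L by 0.125 in replicate 1 and 0.138 in replicate 2, close to 0.124 and 0.139 without the classes. The number of genes per Mb and the base composition of the arms were not compared, and no biological explanation was tested.

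The 10 Myb-bound regions with the highest mean log2 ratio had 4 to 14 significant probes each. The highest lay on 3L from 22260585 to 22260826, with a log2 ratio of 1.38 in replicate 1 and 2.81 in replicate 2. The next lay on X from 12648083 to 12649081, with 1.92 and 2.24, and on X from 20915629 to 20915932, with 2.24 and 1.83. The others, with replicates 1 and 2 in this order, were on 4 from 980448 to 980827 (1.06 and 2.90), on 3R from 17849063 to 17849442 (1.78 and 2.18), on X from 3642259 to 3642574 (1.43 and 2.49), on 2R from 14199831 to 14200458 (1.72 and 2.18), on X from 1370786 to 1371642 (1.54 and 2.35), on 2R from 7429782 to 7430157 (1.51 and 2.36) and on X from 8038785 to 8039038 (1.63 and 2.19). The order rests on the mean, and the regions on 3L and 4 were much lower in replicate 1 than in replicate 2. None of the 10 overlaps a transcript of the held part of Table S2, so they are given by position only. The longest region, on 3L from 3211668 to 3226760, spans 15093 bp with log2 ratios of 0.90 and 1.00.

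Table S5A lists 19 genes upregulated in *Myb* mutants beside insulator sites. Myb-bound regions lay within 500 bp of a transcript end of 14 of them, against a mean of 8.04 when the regions were moved at random on their own arm (one-sided permutation test with 1000 shuffles, p = 0.006). Without replicate 1 the number was 15 and without replicate 2 it was 13. *CG1571*, *CG14864*, *CG4596*, *fs(1)N*, *hdm*, *Ir68b* and *swa* also belong to sites of Figure 4, which the paper selected with its Myb binding data, so the p-value is not independent of that selection. All of these genes had a region, and the test was not run without them. The shuffles were not matched to promoters, although every site tested is a transcript end and the paper reports many Myb peaks at promoters. The p-value therefore does not show binding beyond that of promoters in general. The genes without a region were *CG11668*, *CG8958*, *Ir76a*, *Muc14A* and *Rpt6R*. The log2 ratio was above 0 in both replicates for 18 of the 19 genes, and *Muc14A* had −0.30 in replicate 1 and 0.15 in replicate 2. The highest mean was 1.02 ± 0.04 (SD, n = 2) at *Ir68b*.

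Of the 72 cell cycle genes of Table S3, 44 could be placed. All 44 had a Myb-bound region within 500 bp of a transcript end and a log2 ratio above 0 in both replicates, with a median of 0.74 in replicate 1 and 1.10 in replicate 2. Without replicate 2, 34 of them had a region. The placed genes were those among the held entries of Table S2, so this is no sample of the list and no test was run. Table S3 itself gives 19, 3 and 15 of the placed genes, in 3 sections, as bound and potentiated by Myb in wing discs. The count is therefore no independent test of binding. A region at either transcript end counted, and the log2 ratio is that of the end with the higher value. None of the 7 genes that Table S3 lists as bound and not called as potentiated in wing discs could be placed.

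Figure 4 includes *Nrg* among the sites not targeted by Myb, and its position could not be placed. An entry of the held part of the paper's Table S1 that names *Nrg*, on X from 8410808 to 8412916, had a log2 ratio of 0.80 in replicate 1 and 1.60 in replicate 2, and a Myb-bound region from 8410532 to 8413745 was called there. Whether the site of Figure 4 lies in this interval is not known here.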
